# Temperature-dependent polar lignification of a seed coat suberin layer promoting dormancy in *Arabidopsis thaliana*

**DOI:** 10.1073/pnas.2413627122

**Published:** 2025-02-07

**Authors:** Lena Hyvärinen, Christelle Fuchs, Anne Utz-Pugin, Kay Gully, Christian Megies, Julia Holbein, Mayumi Iwasaki, Lara Demonsais, Maria Beatriz Capitão, Marie Barberon, Rochus B. Franke, Christiane Nawrath, Sylvain Loubéry, Luis Lopez-Molina

**Keywords:** lignin, suberin, seed dormancy, apoplastic barriers, seed coat

## Abstract

The seed is a landmark plant adaptation where the embryo is sheltered by a protective seed coat to facilitate dispersion. In *Arabidopsis*, the seed coat, derived from ovular integuments, plays a critical role in maintaining dormancy, ensuring germination occurs during a favorable season. Dormancy is enhanced by cold temperatures during seed development by affecting seed coat permeability through changes in apoplastic barriers. However, their localization and composition are poorly understood. This study identifies and investigates a polar barrier in the seed coat’s outer integument (oi1) cells. We present histological, biochemical, and genetic evidence showing that cold promotes polar seed coat lignification of the outer integument 1 (oi1) cells and suberization throughout the entire oi1 cell boundary. The polar oi1 barrier is regulated by the transcription factors MYB107 and MYB9. MYB107, in particular, is crucial for the lignified polar oi1 barrier formation under cold temperatures. The absence of the oi1 barrier in mutant seeds correlates with increased permeability and reduced dormancy. Our findings elucidate how temperature-induced modifications in seed coat composition regulate dormancy, highlighting the roles of suberin and lignin in this process.

## Significance

Our study uncovers how cold temperatures during seed development in the mother plant influence seed dormancy through apoplastic modifications in the *Arabidopsis thaliana* seed coat. We identified a polar lignin barrier in the outer integument 1 (oi1) cells, which are also suberized. Lignification and suberization are regulated by transcription factors MYB107 and MYB9. Cold promotes lignification and suberization of oi1 cells through MYB107, thus creating a “memory” that reduces seed permeability and strengthens dormancy. Mutants defective in the oi1 barrier exhibit lower dormancy, highlighting the adaptive importance of this barrier. These findings advance our understanding of temperature-induced seed coat adaptations and their agricultural implications, particularly in the context of climate change, offering valuable insights for improving crop resilience and yield.

The seed is a major terrestrial plant innovation, encapsulating the plant embryo within a protective seed coat to facilitate dispersion (1, 2). The mature *Arabidopsis* seed comprises an embryo encased by a single cell layer of endosperm, which is itself enclosed by the seed coat—a dead maternal tissue arising from ovular integuments. In *Arabidopsis*, these integuments consist of five cell layers: three cell layers of inner integuments (ii1, ii1′, and ii2) and two cell layers of outer integuments (oi1 and oi2). When newly produced, mature dry seeds are dormant, a trait whereby seed germination is blocked upon imbibition even under favorable conditions, aiding seed dispersion and ensuring seedling establishment during favorable seasons. Blockade of dormant seed germination requires de novo ABA synthesis by the endosperm, which releases ABA toward the embryo to block its growth (3, 4). Dry seeds lose dormancy during dry after-ripening and lose the capacity to produce ABA upon imbibition, which enables germination (3, 4). The duration of dry after-ripening time to become nondormant defines seed dormancy levels. Temperature is a major seasonal cue and cold temperatures (10 to 15 °C) during seed development increase dormancy levels in many plants, including *Arabidopsis* (5, 6). Hence, seeds can “remember” past maternal cold temperatures, resulting in increased dormancy.

The mechanisms sustaining dormancy release in dry seeds are not well understood but may involve diffusion of atmospheric oxygen within the seeds which triggers oxidative events that release dormancy (7). Accordingly, the *Arabidopsis* seed coat, a barrier separating the seed’s living tissues from air, promotes dormancy, and studies have shown that cold enhances dormancy by modifying seed coat apoplastic barriers, serving as a memory of past temperatures (8, 9). However, the specific identity and location of these modifications remains to be fully understood. The best-characterized example is that of *transparent testa* (*tt*) mutant seeds, which have a more permeable seed coat and lack dormancy (10). Low dormancy in *tt* mutants is maternally inherited, consistent with the notion that the seed coat promotes dormancy. *tt* seed coats lack flavonoids, which are antioxidants and are the building blocks of tannins accumulating in the ii1 cell walls, forming a reticulate structure surrounding the seed’s living tissues (11, 12). Cold during seed development increases levels of procyanidins that polymerize to form condensed tannins and *tt* seeds produced under cold conditions also have low dormancy levels (9, 13).

Available evidence suggests that temperature affects additional, yet unknown, seed coat apoplastic barriers regulating dormancy. Suberin is an aliphatic polyester accumulating between the plasma membrane and the inner cell wall. Glycerol-3-phosphate O-acyltransferase 5 (GPAT5) is involved in suberin synthesis (14). Suberin was proposed to be produced in the oi1 layer and Molina et al. suggested that *GPAT5* is expressed in oi1 cells (15–17). Furthermore, presence of lamellae in transmission electron microscopy (TEM) images, attributed to suberin depositions, was reported in the inner part of oi1 cells in seeds produced under warm temperatures (17, 18). Furthermore, MYeloBlastosis (MYB) family transcription factors (TFs) MYB107 and MYB9 promote suberin biosynthetic gene expression in seeds and *myb107* mutant seeds have disordered lamellae in the inner part of oi1 cells (18, 19). However, the presence of suberin in oi1 cells was not further investigated genetically and it remains unclear whether lamellae are present throughout the surface of oi1 cells, whether they encircle the seed’s living tissues or whether they are only present in specific seed coat locations (17, 18). In addition, no major dormancy phenotypes in *myb107* or *myb9* mutant seeds were reported (18, 19). Furthermore, whether *MYB107* and *MYB9* regulate polyester or other depositions (such as lignin; see below) in response to cold temperatures to promote dormancy was not investigated. Indeed, cold temperatures affect the overall polyester content of seeds. When seeds are produced under cold conditions, both *awake1* (*awe1*) seeds, which are deficient in the ATP-binding Cassette transporter of class G ABCG20 that promotes suberin deposition, and *gpat5* seeds exhibit low dormancy (8, 17). Hence, it remains to be clarified which suberin-containing seed coat apoplastic barriers promote dormancy in response to cold.

Like tannin, lignin is a phenylpropanoid-based polymer that is assembled from monolignols (hydroxycinnamyl-alcohols) and is predominantly deposited in the cell wall conferring impermeability (20). Interestingly, MYB107 was shown to regulate phenylpropanoids and lignin biosynthesis gene expression in seeds; however, whether lignin is present in the oi1 layer was not shown (19). Histological evidence suggests presence of lignin in the seed abscission zone (21). *TT10/AtLAC15*, encoding a laccase-like polyphenol oxidase, is specifically expressed in ii1 and oi1 cells and is involved in the polymerization of seed flavonoids and monolignols (22, 23). *tt10* mutant seeds produced under warm temperatures have both lower lignin and tannin content, making it difficult to separate their roles in seed physiology (22). Hence, it is unclear whether lignin is present in the seed coat and whether it could be involved in promoting dormancy.

In conclusion, evidence strongly suggests that temperature during seed development alters the seed coat’s apoplastic barriers to promote dormancy. However, the localization, composition, and temperature-induced changes of these barriers remain poorly understood.

We present histological, biochemical, and genetic evidence that oi1 cells produce an apoplastic barrier consisting of asymmetric lignin deposits on their outer side and suberin deposits throughout the entire oi1 cell contour hence forming what we refer as a oi1 “polar apoplastic barrier.” Lignification is weak in seeds produced under warm temperatures but reinforced under cold temperatures. *MYB107* and *MYB9* are specifically expressed in oi1 cells and promote oi1 barrier formation during the mature green stage with MYB107 playing a key role under cold temperatures. The absence of this barrier correlates with high seed coat permeability and low dormancy in both seeds produced under warm or cold temperatures. Thus, we identified a seed coat apoplastic barrier containing suberin and lignin, regulated by cold to promote seed dormancy.

## Results

### Identification of a Polar oi1 Barrier Reinforced By Cold During Seed Development.

We sought to identify seed coat apoplastic barriers being formed or modified by cold during seed development. WT (Col-0) *Arabidopsis* plants were grown at 22 °C or transferred at bolting to 13 °C. Mature dry seeds produced at 22 and 13 °C are referred to as “Warm seeds” and “Cold seeds”, respectively. Histological sections of Warm and Cold seeds were stained with Auramine O (AurO), a fluorescent dye staining cutin, suberin, and lignin (12, 24). Strikingly, cold induced a strong linear periclinal signal between differentiated and dead oi1 and oi2 cells (hereafter “oi1 cells” and “oi2 cells”) and surrounding the seed’s living tissue (Fig. 1*A* and *SI Appendix*, Fig. S1 *A* and *B*). In addition, this signal was interspersed with short anticlinal signals running between adjacent oi1 cells (Fig. 1*A*). A similar, but weaker, signal was present in Warm seeds, revealed by increased image contrast (Fig. 1*A* and *SI Appendix*, Fig. S1 *A* and *B*). Contrasted images showed the inner periclinal and inner anticlinal side of oi1 cells also stained by AurO with increased intensity in Cold seeds, although markedly weaker relative to that of the outer oi1 AurO signal (Fig. 1*A*). These observations suggest the presence of an apoplastic barrier along the entire oi1 cell boundary, with an asymmetric composition between the inner and outer sides of the cell that is markedly regulated by cold. We may also refer to this oi1 barrier as the “polar oi1 barrier” and the strong outer AurO signal induced by cold is referred to as the “polar oi1 barrier signal” or the “polar oi1 signal.” No noticeable changes in the fluorescent signal from the ii1 cuticle associated with the endosperm were observed between Warm and Cold seeds (Fig. 1*A* and *SI Appendix*, Fig. S1*C*) (25).

**Fig. 1.**
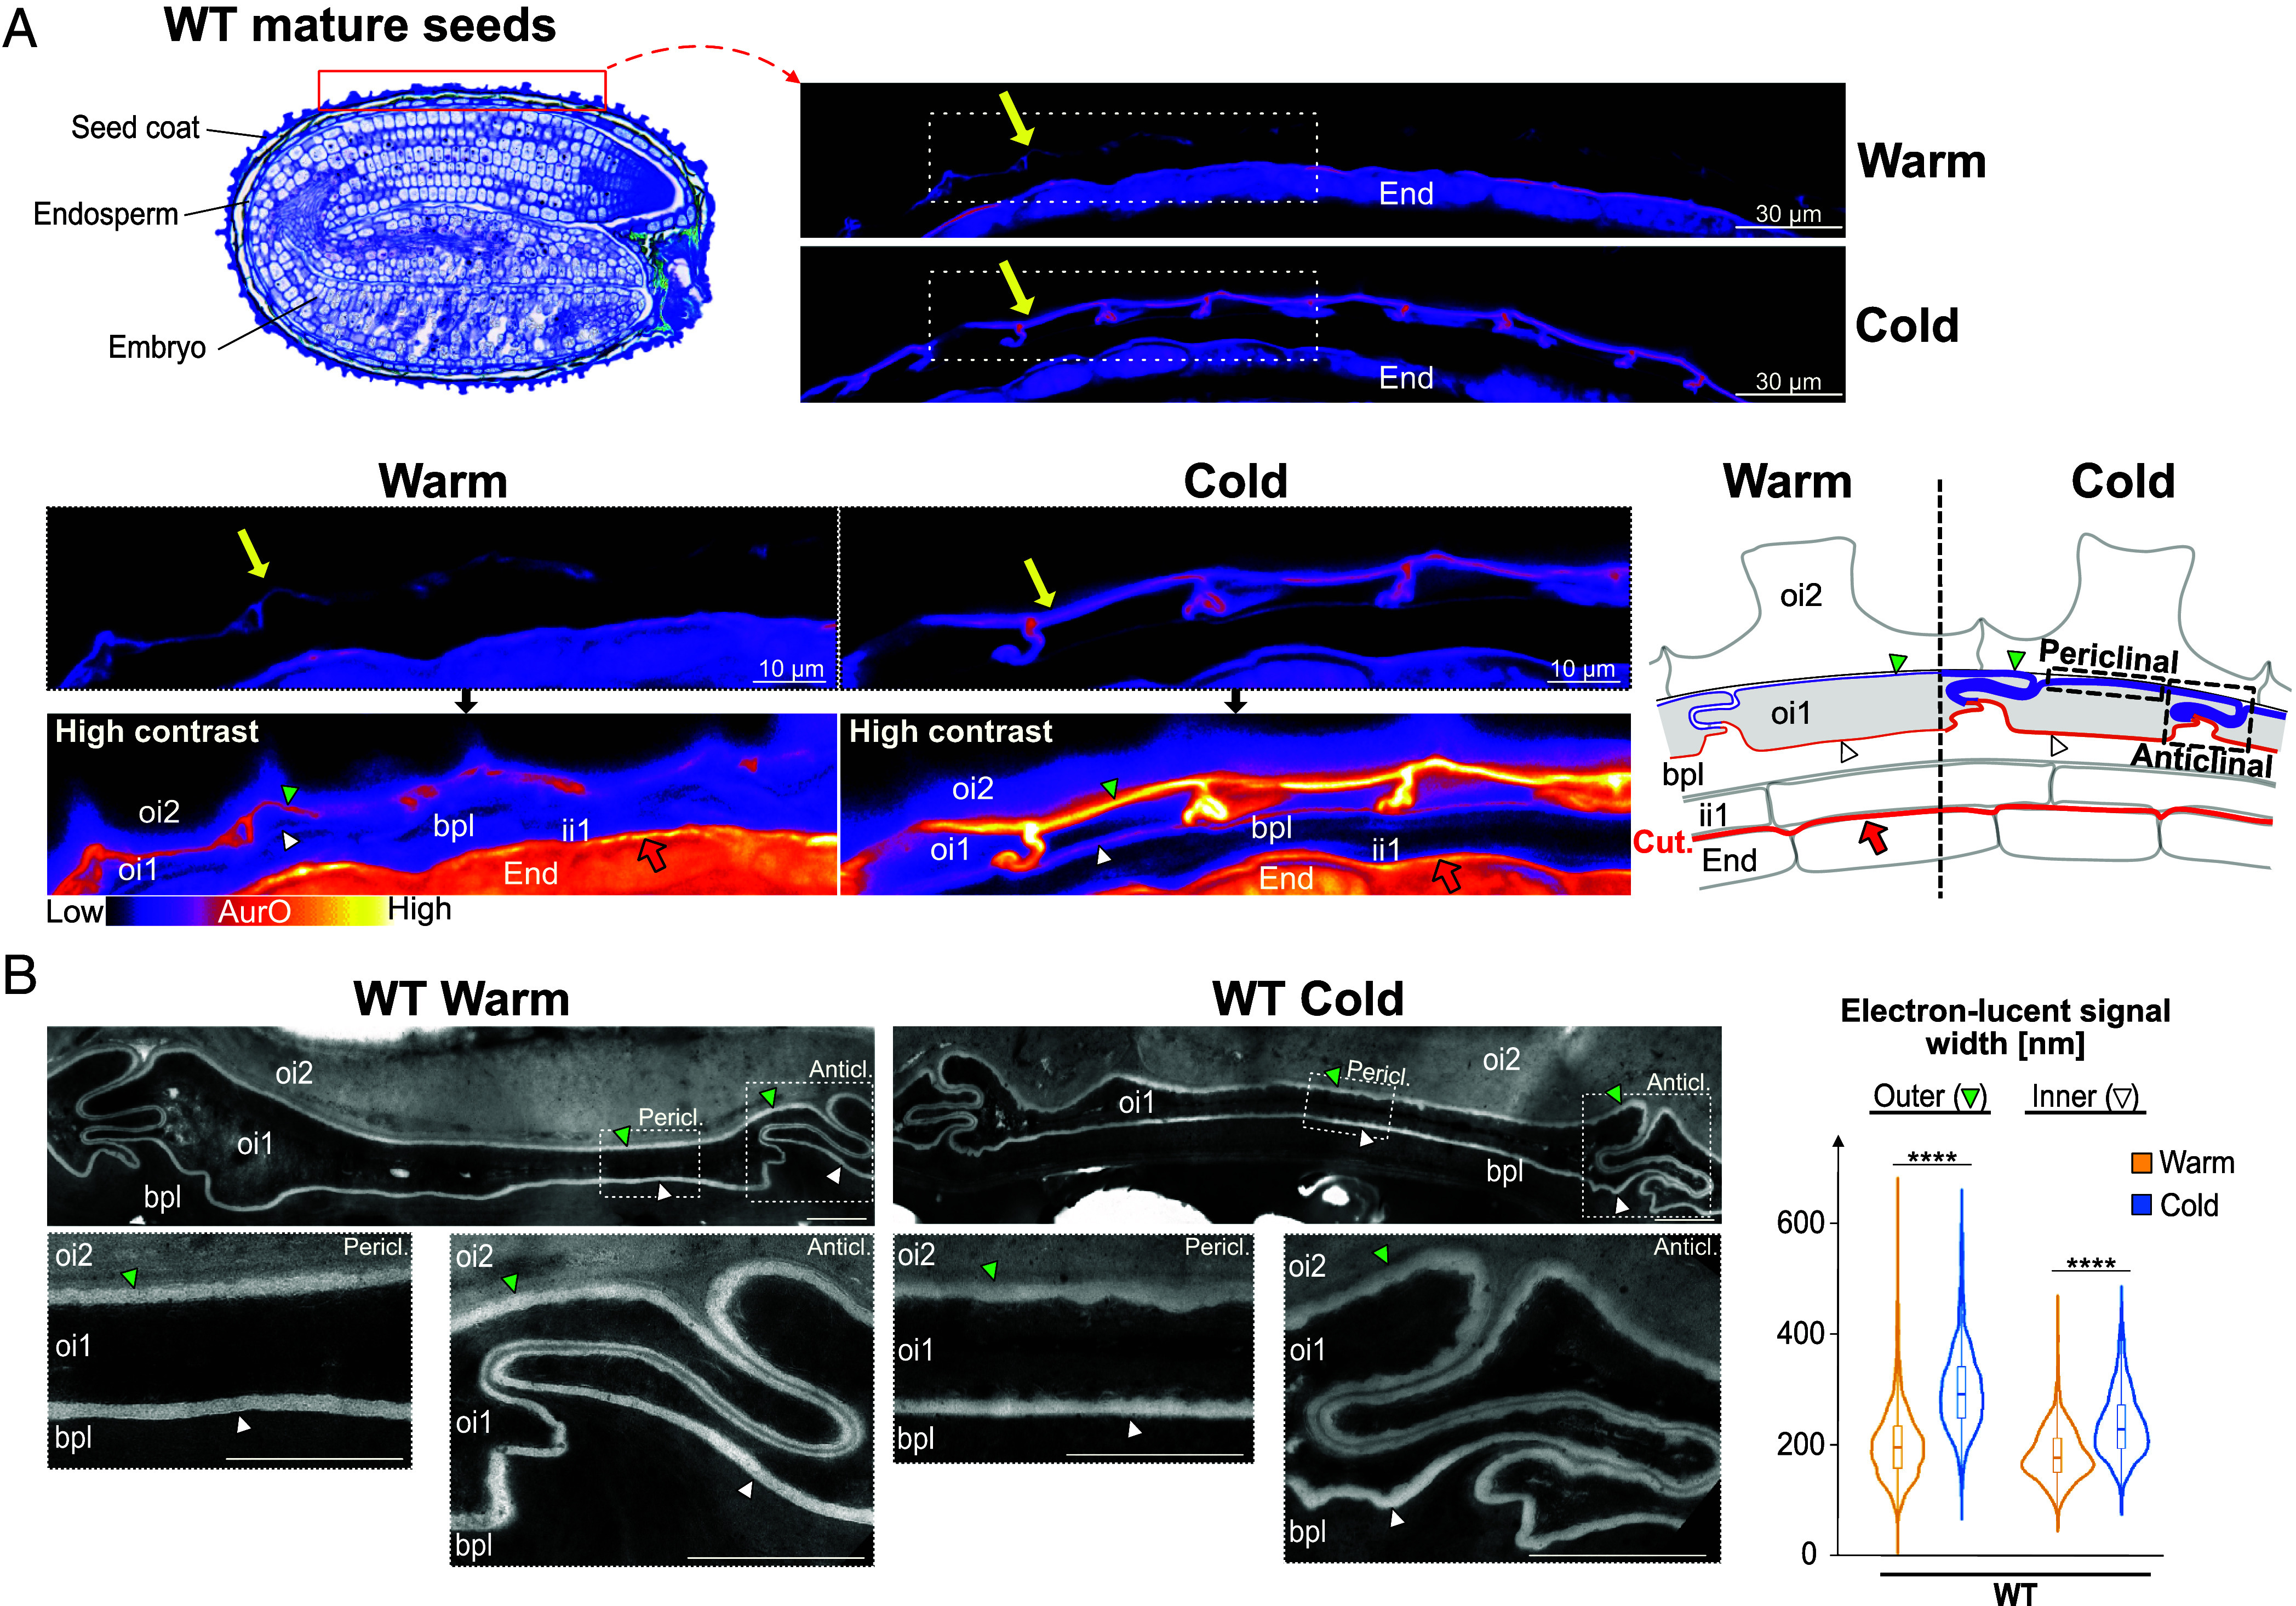
Identification of a polar oi1 barrier reinforced by cold during seed development. (*A*) *Top Left*: histological section of a WT mature seed stained with Toluidine Blue; the red rectangle indicates the region examined on the *Top Right* panel. *Top Right*: AurO staining of WT mature seed sections showing the region indicated by the red rectangle in seeds that developed under warm (Warm) temperatures (22 °C) or cold (Cold) temperatures (13 °C). The yellow arrow indicates the AurO signal corresponding to the polar oi1 barrier. *Bottom Left*: magnifications of the regions in *Top Right* panel delimited by a dashed white rectangle in WT Warm and Cold seeds; a higher contrast is also shown, as indicated. *Bottom Right*: seed coat schematic depicting in Warm and Cold seeds the polar (violet line) and inner (brown line) oi1 barrier; the thick red line shows the ii1 cuticle (Cut.) associated with the endosperm. Green arrowhead, polar oi1 barrier; white arrowhead, inner oi1 barrier; the red arrow indicates ii1 cuticle; periclinal and anticlinal cell walls are indicated by dashed black rectangles. (*B*) *Top Left*: TEM micrographs showing the linear electron-lucent signal surrounding oi1 cells in WT Warm and Cold seeds. *Bottom Left*: magnification of the anticlinal (Anticl.) and periclinal (Pericl.) regions in *Top Left* panel delimited by dashed white rectangles in WT Warm and Cold seeds as indicated. Green and white arrowheads indicate the outer and inner oi1 electron-lucent signal, respectively. *Right*: Violin plots of the outer and inner electron-lucent signal width, n = 6 cells (3 seeds, 2 cells per seed), statistical analysis as assessed by the Kruskal–Wallis test (****P < 0.0001). green and white arrowhead, outer and inner oi1 electron-lucent signal, respectively. oi2, outer integument 2; oi1, outer integument 1; bpl, brown pigmented layer (fusion of inner integument 1′ and ii2 layers); ii1, inner integument 1 layer; End., endosperm. (Scale bar, 2 µm.)

Consistent with previous reports, TEM revealed a smooth and linear electron-lucent signal surrounding oi1 cells in Warm seeds, which was previously attributed to suberin depositions (18) (Fig. 1*B*). In Cold seeds, a similar electron-lucent signal was observed in oi1 cells although it was moderately thicker and more irregular relative to Warm seeds (Fig. 1*B*). Interestingly, in both WT Warm and Cold seeds, this signal had a prototypical shape, which to our best knowledge was not previously recognized: The outer anticlinal electron-lucent signals of two adjacent cells run closely to each other and form convolutions, while the inner anticlinal signals separate, creating a pointed hat-shaped structure (*SI Appendix*, Fig. S1*D*). This pattern suggested the occurrence of a polarization in oi1 cells, consistent with the polar AurO signal (see discussion). Accordingly, the convoluted outer anticlinal signals, together with the outer periclinal signals, form a pattern like that of the polar oi1 barrier seen with AurO in Cold seeds, as can be appreciated in the contrasted images (Fig. 1*A*). In Warm seeds, no obvious polarity in either electron density or width was observed between the outer and inner signals (Fig. 1*B*). In Cold seeds, the width of the outer and inner signals increased relative to Warm seeds, suggesting that Cold promotes oi1 suberization (Fig. 1*B*). However, the outer periclinal signal became only moderately wider than the inner one (Fig. 1*B*). Hence, the TEM electron-lucent oi1 signal does not satisfactorily explain the occurrence of the polar AurO signal in Warm seeds and its marked increase in Cold relative to Warm seeds (Figs. 1*A* and *SI Appendix*, Fig. S1*B*). Therefore, the composition of the polar oi1 barrier detected by AurO remains to be clarified (see below).

We aimed to identify when the polar oi1 barrier appears during seed development. Coen et al. used AurO to stain seeds up to the torpedo stage, i.e., 7 to 8 d after pollination (DAP), finding no signal in the oi1 cell layer, indicating that the polar oi1 barrier forms after this stage (26). We detected no AurO signal at 12 DAP (early mature green stage) but found an apolar signal around oi1 cells at 15 DAP (mid-mature green stage) and 18 DAP (late-mature green stage) (*SI Appendix*, Fig. S1*E*). This indicates that polarization is completed at later stages. Similar results were observed in seeds developing at 13 °C: no AurO signal during the walking stick stage, but detectable during the mature green stage (*SI Appendix*, Fig. S1*F*).

### MYB107 Is Essential for Polar oi1 Barrier Formation in Seeds Developing Under Cold Temperatures.

To characterize the polar oi1 barrier’s composition, we sought to identify TFs crucial for its formation under cold temperatures. In turn, mutants lacking these TFs may help pinpoint misregulated gene expression in seeds, offering insights into the barrier’s composition.

MYB9 and MYB107 were found to promote suberin and phenylpropanoid biosynthetic gene expression in whole seeds (18, 19). While WT, *myb9-1*, and *myb107-2* Warm seeds showed similar polar AurO signals (Fig. 2*A*), a weaker signal was detected in *myb107-2 myb9-1* (referred to as *myb107 myb9*) Warm seeds (*SI Appendix*, Fig. S2*A*), indicating that *MYB9* and *MYB107* play a redundant role in polar oi1 barrier formation in Warm seeds. In *myb9-1* Cold seeds, the polar oi1 barrier AurO signal increased compared to *myb9-1* Warm seeds, though less than in WT Cold seeds (Fig. 2*A*). Strikingly, the signal was absent in *myb107-2* Cold seeds (Fig. 2*A*), which was confirmed with the independent *myb107-1* mutant allele (*SI Appendix*, Fig. S2*B*). Thus, MYB107 predominantly promotes polar barrier formation under cold temperatures, with MYB9 playing a lesser role. Furthermore, F1 Cold seeds obtained after pollinating *myb107-2* plants with WT pollen did not produce a polar oi1 barrier, unlike F1 Cold seeds arising from the reciprocal cross (*SI Appendix*, Fig. S2*C*). Hence, MYB107 activity in the maternal seed coat plays a predominant role under cold temperatures to promote the formation of the polar oi1 barrier.

**Fig. 2.**
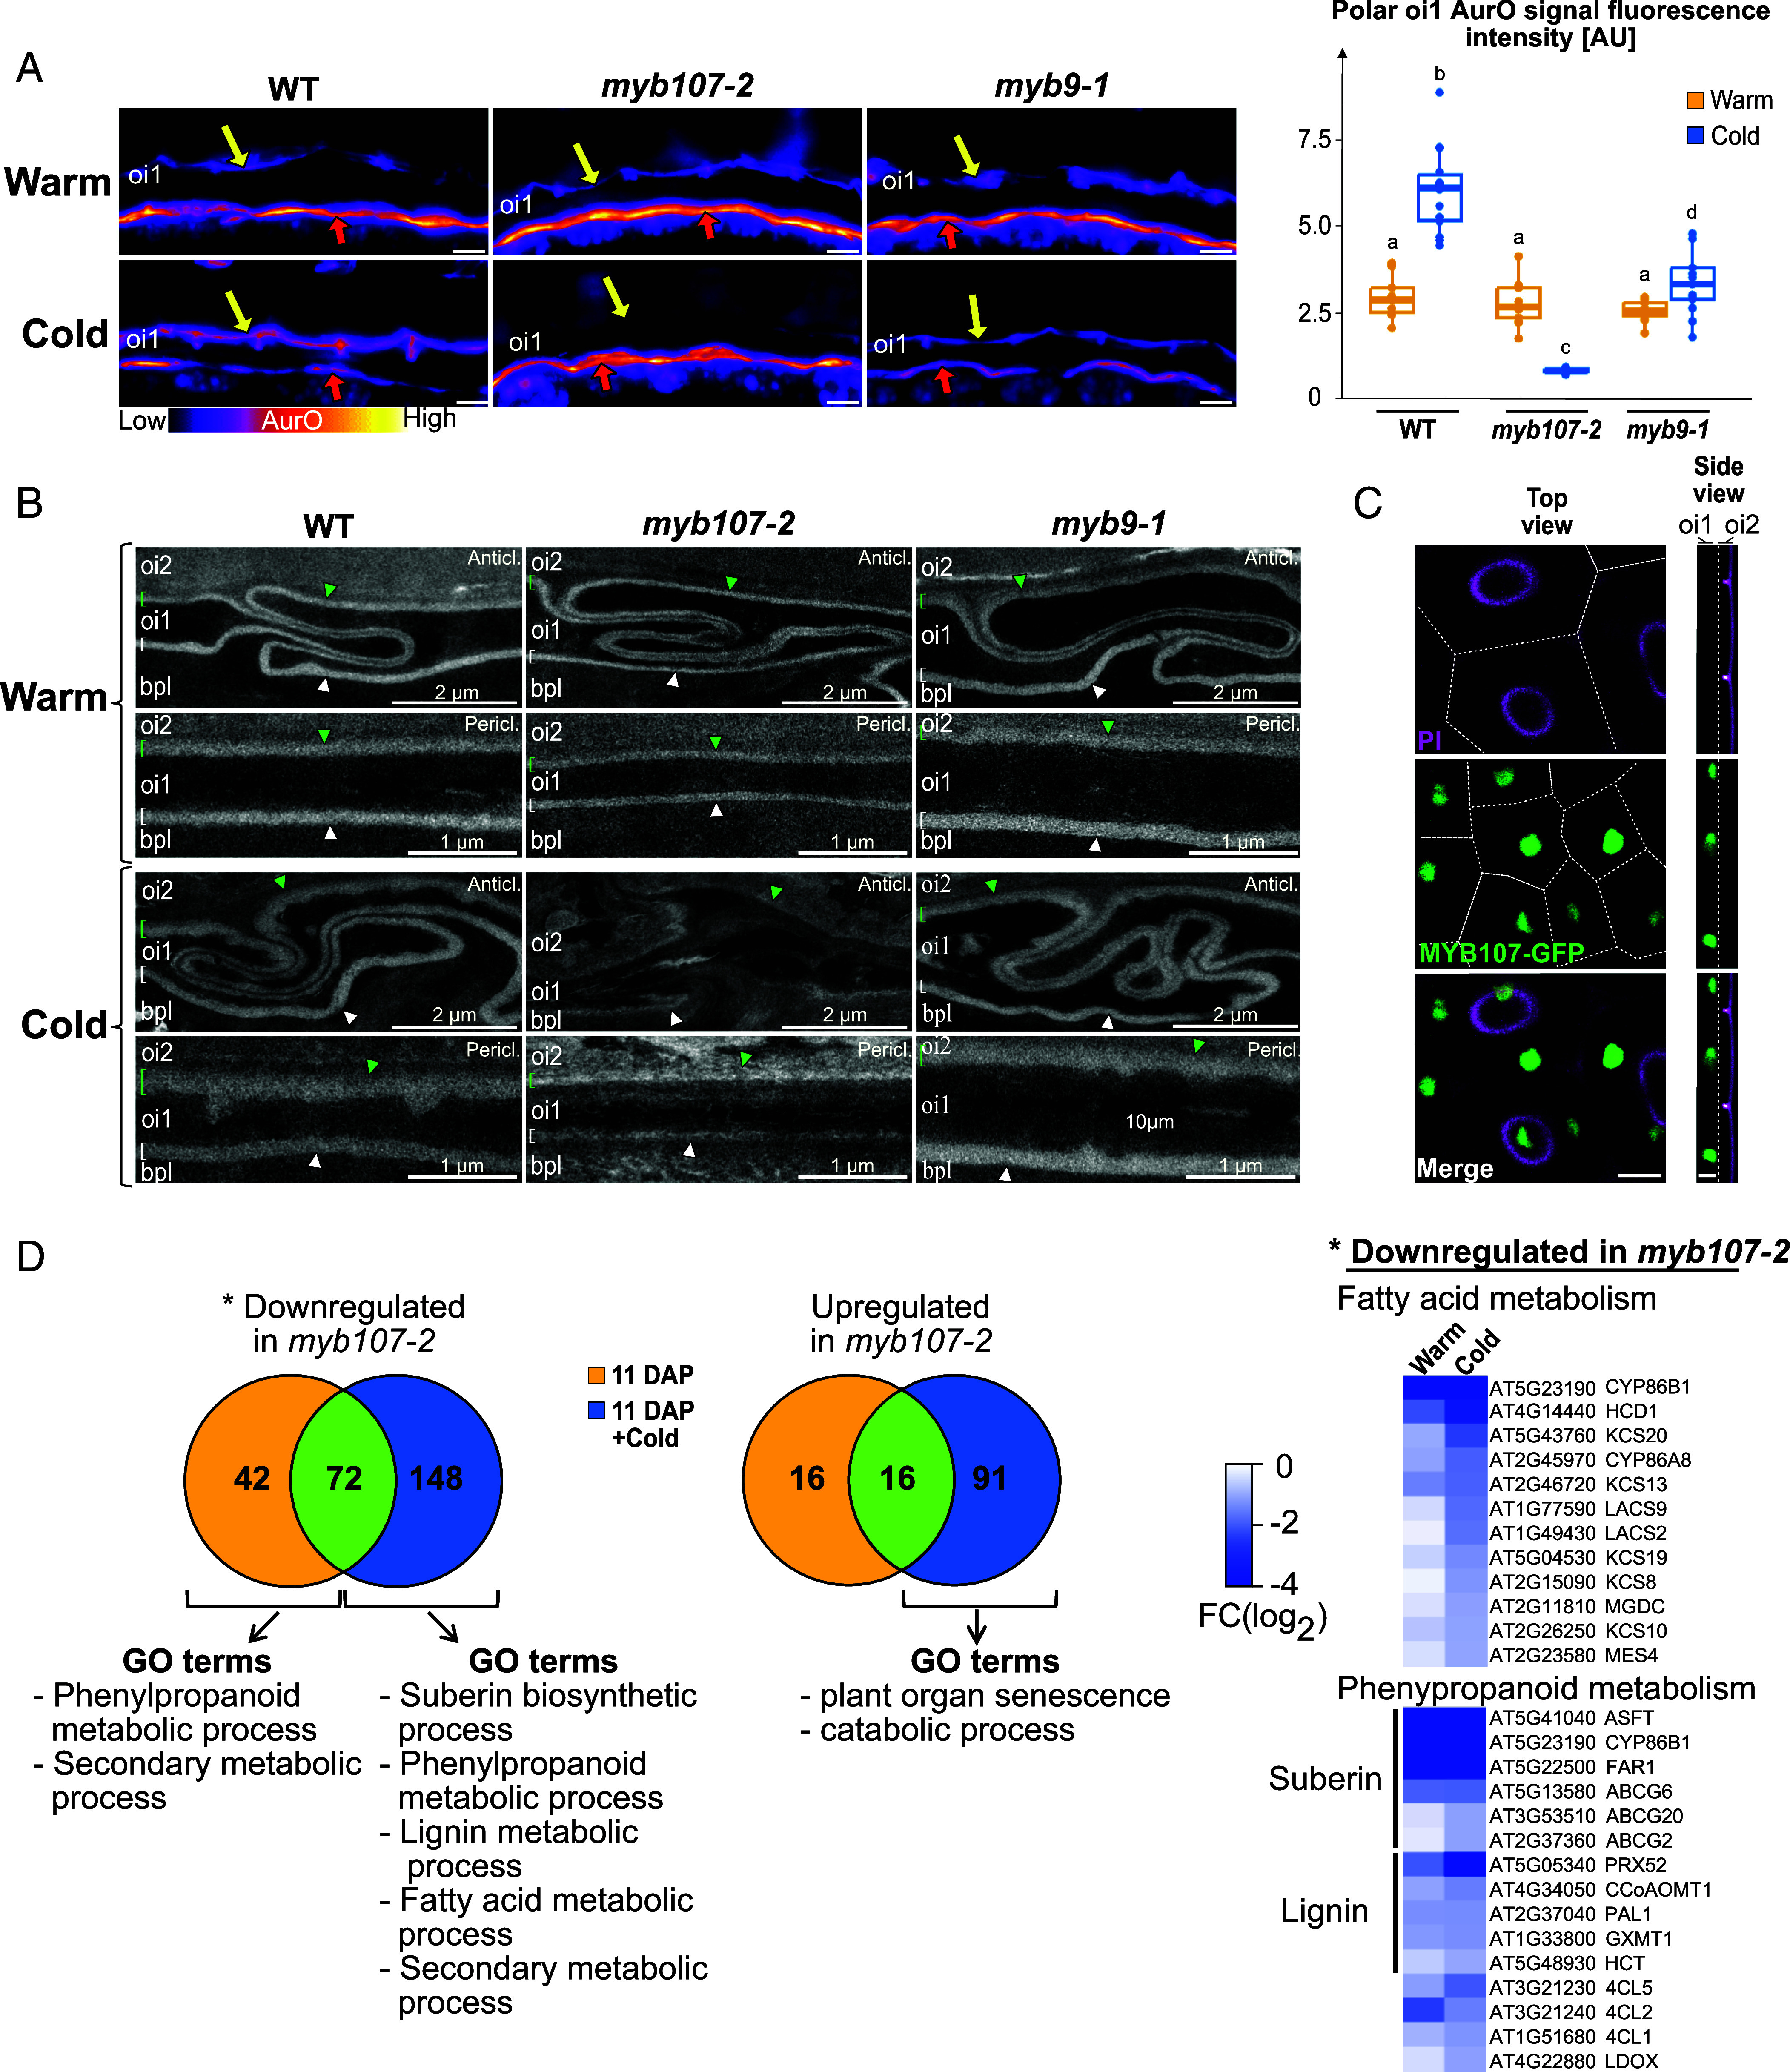
MYB107 is essential for polar oi1 barrier formation in seeds developing under cold temperatures. (*A*) *Left*: AurO staining of WT, *myb107-2*, *myb9-1* mature Warm and Cold seed sections, as indicated. Yellow and red arrows indicate the AurO signal corresponding to the polar oi1 barrier and the ii1 cuticle, respectively. (Scale bar, 10 µm.) *Right*: Box plots of the polar oi1 AurO fluorescence intensity. Statistically significant differences between the different conditions are indicated by different letters as assessed by the Kruskal–Wallis or ANOVA test (*P* < 0.05, n = 13 to 14 seeds per condition). (*B*) TEM micrographs showing the linear electron-lucent anticlinal (Anticl.) and periclinal (Pericl.) signal surrounding oi1 cells in WT, *myb107-2* and *myb9-1* mature Warm and Cold seeds, as indicated. Green and white brackets/arrowheads indicate the outer and inner oi1 electron-lucent signal, respectively. (*C*) Confocal images showing propidium iodide (PI) and GFP fluorescence in the seed mature green stage of *myb107-2*/*pMYB107::MYB107-eGFP* transgenic plants. (Scale bar, 10 µm.) (*D*) *Left*: Venn diagrams showing the number of genes that are downregulated or upregulated in *myb107-2* at 11 DAP and 11 DAP+Cold. The corresponding GO terms are shown below. *Right*: Heatmap representations of the log_2_ fold changes (FC) for downregulated genes in *myb107-2* related to fatty acid and phenylpropanoid metabolism, as indicated.

In *myb9-1* and *myb107-2* Warm seeds, the oi1 electron-lucent signal observed in TEM had a similar appearance relative to that of WT seeds although in *myb107-2* seeds its width was smaller in both the outer and inner sides (Fig. 2*B* and *SI Appendix*, Fig. S2*D*). In contrast, in *myb107 myb9* Warm seeds, we encountered different categories of electron-lucent linear signals depending on the oi1 cell being examined: The signal was either normal, thinner, or almost absent (*SI Appendix*, Fig. S2*E*). Furthermore, some oi1 cells had an electron-lucent interior. Hence, these results show that *MYB9* and *MYB107* redundantly promote the formation of the oi1 electron-lucent signal, but they also indicate that additional TFs might be involved. In *myb9-1* Cold seeds, the oi1 electron-lucent signal had a similar appearance and width relative to that of WT seeds even though the AurO signal was weaker (Fig. 2*B* and *SI Appendix*, Fig. S2*F*). In contrast, the oi1 barrier electron-lucent signal was no longer visible in *myb107-2* Cold seeds. Altogether, these results further support the notion that the AurO fluorescence signal and electron-lucent structure observed in TEM do not correspond to the same oi1 apoplastic components, although the disappearance of the AurO signal and of the electron-lucent signal was always correlated. They also show the importance of MYB107 to form the polar oi1 barrier and the oi1 electron-lucent barrier in Cold seeds.

### *MYB107* Expression Is Enriched in oi1 Cells During the Mature Green Stage.

We investigated the pattern of *MYB107* expression during seed development. In WT Warm seeds, *MYB107* expression rose from early mature green stage (10 DAP), peaked at 12 DAP, and declined thereafter (*SI Appendix*, Fig. S3*A*). *myb107-2* mutant lines transformed with a complementation vector (*myb107-2/*pMYB107::*MYB107-eGFP*) produced Cold seeds displaying a polar AurO oi1 signal, indicating successful complementation (*SI Appendix*, Fig. S3*B*). MYB107-eGFP fluorescence was exclusively observed in oi1 cell nuclei during the mature green stage (Fig. 2*C*). Similarly, a WT plant transformed with a *pMYB9::NLS-3XVenus* transgene also revealed specific expression in oi1 cells during the mature green stage (*SI Appendix*, Fig. S3*C*). Hence, these results indicate that *MYB107* and *MYB9* are expressed in oi1 cells to promote polar oi1 barrier formation during the mature green stage.

### MYB107 Promotes Polyester- and Lignin-Related Gene Expression Under Cold Temperatures.

WT and *myb107-2* plants cultivated under warm temperatures were transferred to cold (10 °C) at 11 DAP, i.e., a time when *MYB107* expression increases to promote polar oi1 barrier formation (*SI Appendix*, Fig. S3*A*). 

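Seed coats and endosperms were dissected from developing seeds of WT and of the *myb107-2* mutant, and 3 libraries were sequenced for each genotype at 11 DAP and at 11 DAP+Cold, which gives 12 libraries in 4 groups. The paper gives 10 °C as the temperature of the cold treatment, and the sample labels give 13 °C. The authors cleaned the reads, aligned them to the genome and estimated a count for each gene with StringTie, and the deposited values are these estimated counts, given as whole numbers without normalization. The deposited counts summed to between 65.1 M and 84.0 M per library in WT at 11 DAP (median 76.9 M) and to between 59.3 M and 80.7 M in *myb107-2* at 11 DAP (median 60.1 M). At 11 DAP+Cold they summed to between 43.1 M and 75.9 M in WT (median 71.0 M) and to between 61.1 M and 66.3 M in *myb107-2* (median 65.7 M). The paper's stated depth is around 40 M reads per library, and the values given here use the deposited totals. Counts were scaled with the TMM method and are given as CPM, the counts scaled to a common library size. In each of the 12 libraries, a detection limit of 3 counts corresponded to between 0.0315 and 0.0686 CPM. All 26068 nuclear genes with at least 1 count in these libraries were tested with edgeR's quasi-likelihood test, in a fit of the 4 groups together without a block for the replicate number. Genes were called with an adjusted p-value of at most 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1 in size. StringTie distributes reads over annotated and assembled transcripts, so that a gene that overlaps another gene, or shares sequence with a close copy, has a less certain count.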

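*MYB107* (AT3G02940; chromosome 3 of TAIR10.1, 661849 to 664011, 3 exons), the gene mutated in *myb107-2*, was measured first. In WT it reached 34.3 ± 6.36 CPM at 11 DAP and 52.6 ± 9.27 CPM at 11 DAP+Cold (mean ± SD, n = 3 libraries each). In *myb107-2* it reached 3.01 ± 0.752 CPM at 11 DAP and 4.55 ± 1.02 CPM at 11 DAP+Cold (SD, n = 3). The log2 fold change of *MYB107* between the genotypes was -3.55 at 11 DAP (standard error 0.22, adjusted p = 2.9e-07, edgeR) and -3.56 at 11 DAP+Cold (standard error 0.22, adjusted p = 9.8e-08, edgeR). With 1 library left out in turn, it stayed between -3.76 and -3.38 at 11 DAP and between -3.75 and -3.43 at 11 DAP+Cold. The difference between *MYB107* in WT at 11 DAP+Cold and at 11 DAP was smaller, with a log2 fold change of 0.60 and an adjusted p of 0.059 in edgeR's fit of the WT groups, and was not called.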

Total RNA was isolated from dissected seed coats and endosperms at 11 DAP and 48 h after transfer to cold (11 DAP+Cold) for transcriptome analysis (RNAseq, Dataset S1). In *myb107-2* mutants, 114 genes were downregulated at 11 DAP and 220 genes at 11 DAP+Cold, with 72 genes commonly downregulated (Fig. 2*D*). Additionally, 32 genes were upregulated at 11 DAP and 107 genes at 11 DAP+Cold, with 16 genes commonly upregulated (Fig. 2*D*). Hence, MYB107 regulates the expression of a larger set of genes upon transfer to cold, which is consistent with its central role to promote polar oi1 barrier formation in Cold seeds.

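In the deposited counts, 187 genes were called lower in *myb107-2* than in WT at 11 DAP and 298 genes at 11 DAP+Cold, and 81 genes were called lower at both. The median log2 fold change of the genes called lower was -1.65 at 11 DAP (quartiles -2.59 and -1.27) and -1.83 at 11 DAP+Cold (quartiles -3.11 and -1.25). They include 16 genes at 11 DAP and 8 genes at 11 DAP+Cold whose 3 *myb107-2* libraries all lay at or under 3 counts, and with these genes at their lower bound the medians were also -1.65 and -1.83. Among the settings that kept all libraries, the fold change minimum moved the counts most, and without it 323 genes were lower at 11 DAP and 496 genes at 11 DAP+Cold. The number at 11 DAP also rested on single libraries, and fell to 92 genes without replicate 3 of *myb107-2* at 11 DAP. The gene with the smallest p-value at 11 DAP, AT4G36610 (chromosome 4, 17265332 to 17267472, 4 exons), fell from 161 ± 38.7 CPM in WT to 0.154 ± 0.157 CPM in *myb107-2* (SD, n = 3 libraries), with a log2 fold change of -9.84 (standard error 0.46, adjusted p = 5.4e-09, edgeR). Among the genes called lower at 11 DAP+Cold, the smallest p-value was that of AT5G63180 (chromosome 5, 25340914 to 25343369, 4 exons). It reached 134 ± 27.4 CPM in WT and 16.4 ± 1.78 CPM in *myb107-2* (SD, n = 3). Its log2 fold change was -3.05 (standard error 0.17, adjusted p = 5.6e-08, edgeR).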

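In the other direction, 47 genes were called higher in *myb107-2* at 11 DAP, 184 genes at 11 DAP+Cold and 19 genes at both. DESeq2 called 83 genes higher at 11 DAP, and edgeR's legacy quasi-likelihood method called 119 genes higher at 11 DAP+Cold. Without replicate 2 of *myb107-2* at 11 DAP, 22 genes were called higher at 11 DAP, and without replicate 2 of WT at 11 DAP+Cold, 109 genes were called higher at 11 DAP+Cold. *SP1L2* (AT1G69230; chromosome 1, 26026253 to 26027771, 3 exons) had the smallest p-value among the genes called higher at each temperature, but it overlaps AT1G69220 on the same strand, so that its count is uncertain. It rose from 2.98 ± 0.561 CPM in WT to 30.6 ± 2.04 CPM in *myb107-2* at 11 DAP (SD, n = 3 libraries) and from 2.52 ± 0.107 CPM to 153 ± 46.3 CPM at 11 DAP+Cold (SD, n = 3). The log2 fold change of *SP1L2* was 3.34 at 11 DAP (standard error 0.21, adjusted p = 3e-07, edgeR) and 5.92 at 11 DAP+Cold (standard error 0.23, adjusted p = 9.7e-10, edgeR).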

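Whether the effect of *myb107-2* differed between the temperatures was tested gene by gene as the difference between the log2 fold changes at 11 DAP+Cold and at 11 DAP, in the same edgeR fit. The 11 DAP+Cold seeds were also 48 h older, and no *myb107-2* seeds of that age without cold were sequenced. A difference between the temperatures, here and below, can therefore come from cold or from age. At an adjusted p-value of at most 0.05, 73 genes differed. The change in *myb107-2* was more positive at 11 DAP+Cold for 53 of them and more negative for 20. With DESeq2, 378 genes differed, and without replicate 1 of *myb107-2* at 11 DAP+Cold, 26 genes differed. Of the 217 genes called lower at 11 DAP+Cold only, 195 were also lower at 11 DAP without being called, 56 of these by at least 1 on the log2 scale, and the median log2 fold change of the 217 genes at 11 DAP was -0.65, or -0.64 with 23 genes near 0 counts at their bound. The difference between the temperatures was called for 12 of the 217 genes, and for 32 of the 165 genes called higher at 11 DAP+Cold only. From the larger numbers of genes called at 11 DAP+Cold, the paper concludes that MYB107 regulates more genes upon transfer to cold.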

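GO categories were not assigned here, and the genes that the heatmap of Fig. 2D lists under phenylpropanoid metabolism were used in their place. All 15 were lower in *myb107-2* at 11 DAP, and 8 were called, or 10 when adjusted over the list alone. The paper chose this list from these samples, so that the number adjusted over the list alone is not independent evidence. With WT replicate 1 at 11 DAP left out, 5 were called. *ASFT* (AT5G41040; chromosome 5, 16431304 to 16433305, 3 exons), which overlaps a gene on the other strand, fell from 321 ± 49.3 CPM in WT to 1.01 ± 0.377 CPM in *myb107-2* at 11 DAP (SD, n = 3 libraries), a log2 fold change of -8.26 (standard error 0.42, adjusted p = 3.1e-08, edgeR). *FAR1* (AT5G22500; chromosome 5, 7470328 to 7474133, 9 exons), which also overlaps a gene on the other strand, was at 0 counts in all 3 *myb107-2* libraries and at 1.13 ± 0.884 CPM in WT (SD, n = 3). If the estimates of 0 hold, that is at least 23.6-fold lower, but *FAR1* was not called (adjusted p = 0.11, edgeR). It was called with DESeq2 (adjusted p = 6.8e-07), with edgeR's legacy method (adjusted p = 0.015) and with a replicate block in edgeR (adjusted p = 0.03). *PAL1* had a log2 fold change of -1.23 without a call (adjusted p = 0.08, edgeR), and was called with DESeq2 (adjusted p = 0.0039).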

At 11 DAP, the only genes that could be associated with a gene ontology (GO) category were those downregulated in *myb107-2* mutants, specifically in the phenylpropanoid and secondary metabolic process categories (Fig. 2*D* and Dataset S1). At 11 DAP+Cold, two additional subclasses of phenylpropanoid metabolism emerged: the suberin biosynthetic and lignin metabolism process classes. Additionally, an additional category appeared, that of fatty acid metabolism (Fig. 2*D* and Dataset S1). 

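Of the 6 Fig. 2D genes under suberin biosynthesis, 5 were called lower in *myb107-2* at 11 DAP+Cold, against 3 at 11 DAP, and all 6 were lower at each temperature. *ASFT* reached 609 ± 82.7 CPM in WT and 36.8 ± 18.6 CPM in *myb107-2* (SD, n = 3 libraries), a log2 fold change of -4.06 (standard error 0.31, adjusted p = 1.6e-06, edgeR). *ABCG6* (AT5G13580; chromosome 5, 4370692 to 4373201, 1 exon) fell from 81.4 ± 29.8 CPM to 20.7 ± 3.59 CPM (SD, n = 3), a log2 fold change of -1.98 (standard error 0.25, adjusted p = 0.00019, edgeR). *ABCG2*, which overlaps a gene on the other strand, was lower by 1.06 on the log2 scale in size but not called, with an adjusted p of 0.097 in edgeR, and it was called with DESeq2 (adjusted p = 0.035), with only the 6 libraries of the comparison in edgeR (adjusted p = 0.019) and with a replicate block in edgeR (adjusted p = 0.0088). Of the 5 genes under lignin metabolism, 4 were called at 11 DAP+Cold and 3 at 11 DAP. The largest change was that of *PRX52* (AT5G05340; chromosome 5, 1578869 to 1580875, 4 exons), from 13.8 ± 3.47 CPM in WT to 0.865 ± 0.202 CPM in *myb107-2* (SD, n = 3), a log2 fold change of -3.98 (standard error 0.36, adjusted p = 8.1e-06, edgeR). *GXMT1* had a log2 fold change of -1.28 and was just short of a call (adjusted p = 0.052, edgeR), and was called with DESeq2 (adjusted p = 0.00053) and with edgeR's legacy method (adjusted p = 0.014), among other settings. *HCT* was called with a log2 fold change just at the minimum, and lost its call with DESeq2, with edgeR's legacy method, with RLE or upper-quartile scaling and with all 18 libraries in the fit.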

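All 12 genes that Fig. 2D lists under fatty acid metabolism were called lower in *myb107-2* at 11 DAP+Cold, with log2 fold changes between -3.93 and -1.05 and a median of -1.71. The paper chose this list too from these samples. With WT replicate 1, WT replicate 2 or *myb107-2* replicate 3 at 11 DAP+Cold left out, 7 of them were called. *CYP86B1* (AT5G23190; chromosome 5, 7803141 to 7805968, 2 exons) changed most, from 169 ± 65.9 CPM in WT to 11.2 ± 5.44 CPM in *myb107-2* (SD, n = 3 libraries; standard error of the log2 fold change 0.41, adjusted p = 2.8e-05, edgeR). *MES4* (AT2G23580; chromosome 2, 10033043 to 10034327, 3 exons) changed least, from 334 ± 93.7 CPM to 164 ± 16.3 CPM (SD, n = 3; standard error 0.19, adjusted p = 0.0047, edgeR). *KCS13* is less certain, since 28.9% of the 50-nt stretches of its exons occur elsewhere in the genome.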

Suberin biosynthesis involves fatty acid and phenylpropanoid metabolism whereas lignin biosynthesis involves phenylpropanoid metabolism. 

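At 11 DAP, 3 of the 12 fatty acid genes of Fig. 2D were called lower in *myb107-2*, or 5 when adjusted over the list alone. These were *CYP86B1* (log2 fold change -5.20, adjusted p = 7.1e-05), *CYP86A8* (-1.02, adjusted p = 0.048) and *KCS13* (-1.44, adjusted p = 0.038, each from edgeR), and only *CYP86B1* kept its call in all the fits that left out 1 library. The other 9 were lower without being called. The median log2 fold change of the 12 genes was -0.54 at 11 DAP. For the phenylpropanoid genes of Fig. 2D, the number called rose from 8 of 15 at 11 DAP to 13 of 15 at 11 DAP+Cold. Tested as a difference between the temperatures, none of the 12 fatty acid genes was called, and 8 of them had an unadjusted p-value under 0.05. Adjusted over the list alone, 3 of the 12 were called, each with a stronger decrease at 11 DAP+Cold. Among the phenylpropanoid genes, the difference was called for *ASFT* alone, whose decrease was weaker at 11 DAP+Cold by 4.19 on the log2 scale (standard error 0.50, adjusted p = 0.0018, edgeR). Adjusted over the phenylpropanoid list alone, the calls went both ways, 2 with a stronger and 2 with a weaker decrease at 11 DAP+Cold. None of these differences tells cold from the added age of the 11 DAP+Cold seeds.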

More genes associated with fatty acid and phenylpropanoid metabolism were downregulated in *myb107-2* Cold seeds relative to *myb107-2* Warm seeds (Fig. 2*D* and Dataset S1). These results suggested that the oi1 apoplastic components in Cold seeds contain lignin and suberin. These hypotheses were further investigated below.

### The Polarity of oi1 Cells Cannot be Readily Explained by Asymmetric Suberin Depositions between Their Inner and Outer Sides.

TEM sections treated with H_2_O_2_ revealed lamellae in the inner periclinal electron-lucent signal of oi1 cells in WT mature Warm and Cold seeds, consistent with a previous report, but also in the outer periclinal and anticlinal signals, which was not previously reported (Fig. 3*A*) (18). Hence, these results support the notion that the electron-lucent signal throughout the oi1 cell contour corresponds to suberization of oi1 cells. We argued above that although the outer electron-lucent signal is rougher and mildly thicker in Cold seeds, the electron-lucent signal does not satisfactorily account for the polar AurO oi1 signal (Fig. 1 *A* and *B*). Hence, asymmetrical suberin depositions between the inner and outer sides of oi1 cells unlikely explain the polar AurO oi1 signal. Consistent with this notion, no striking differences in the lamellae appearance were observed between Warm and Cold seeds (Fig. 3*A*). Furthermore, Fluorol Yellow (FY), a fluorescent dye used to stain suberin, revealed an apolar signal surrounding oi1 cells in both WT Warm and Cold seeds (Fig. 3*B*). The FY signal was moderately stronger in Cold seeds relative to Warm seeds, consistent with the moderate width increase of the electron-lucent signal (Figs. 1*B* and 3*B*).

**Fig. 3.**
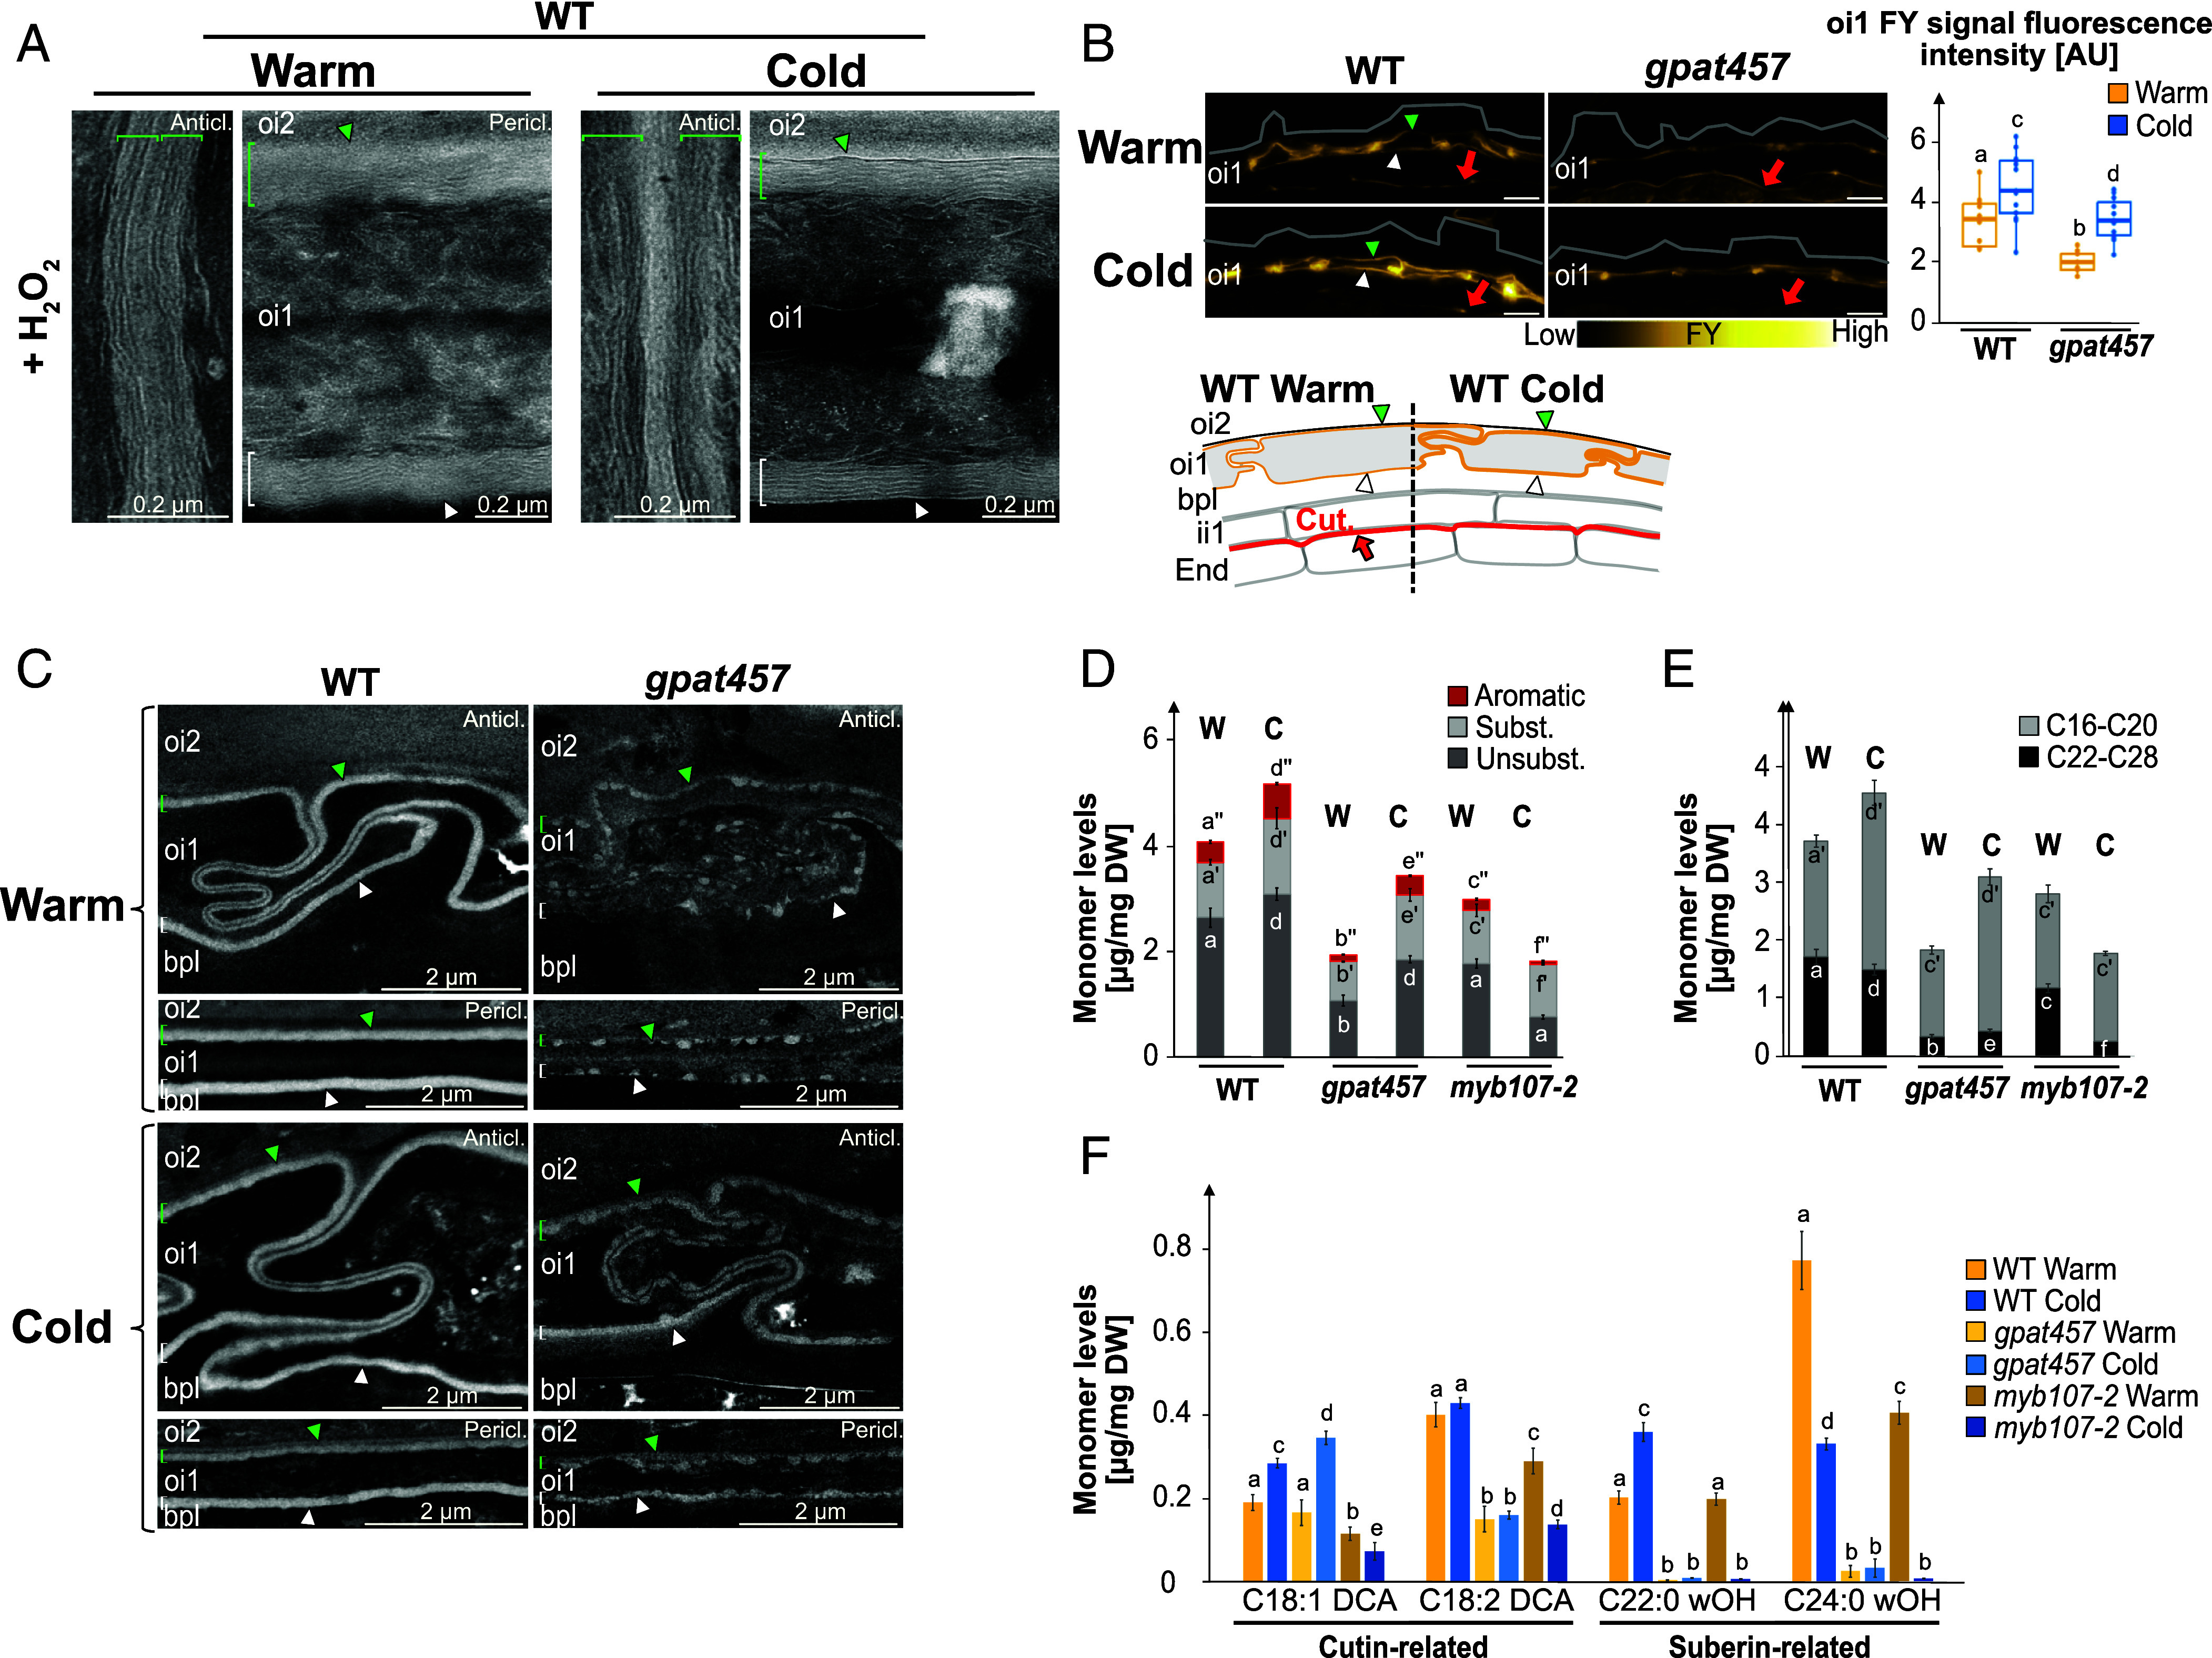
Oi1 cell polarity cannot be readily accounted for by asymmetric suberin depositions between the inner and outer sides of oi1 cells. (*A*) TEM micrographs of WT Warm and Cold seed sections treated with H_2_O_2_ revealing lamellae in the linear electron-lucent anticlinal (Anticl.) and periclinal (Pericl.) signal surrounding oi1 cells. Green and white brackets/arrowheads indicate the outer and inner oi1 electron-lucent signal, respectively. (*B*) *Left*: FY staining of WT and *gpat457* Warm and Cold seed sections, as indicated. Yellow and red arrows indicate the FY signal corresponding to the oi1 barrier and the ii1 cuticle, respectively. (Scale bar, 10 µm.) *Right*: Box plots of the oi1 FY signal fluorescence intensity. Statistically significant differences between the different conditions are indicated by different letters as assessed by the Kruskal–Wallis or ANOVA test (*P* < 0.05, n = 13 to 14 seeds per condition). (*C*) TEM micrographs showing the linear electron-lucent anticlinal (Anticl.) and periclinal (Pericl.) signal surrounding oi1 cells in WT and *gpat457* Warm (W) and Cold seeds, as indicated. Green and white brackets/arrowheads as in *A*. (*D*) Barplots show means, ±SD of aliphatic and aromatic ester-bond monomer levels in WT, *gpat457* and *myb107-2* Warm and Cold mature seeds, as indicated. Subst, substituted; Unsubst., unsubstituted; Aromatic, aromatic. Statistically significant differences between the different genotypes are indicated by different letters as assessed by the Kruskal–Wallis or one-way ANOVA test or (*P* < 0.05, four biological replicates, n = 4). (*E*) Barplots show means, ±SD of aliphatic monomers levels according to their carbon chain length (C16-C20 or C22-C28) in WT, *gpat457* and *myb107-2* Warm (W) and Cold (C) mature seeds, as indicated. Statistics as in *D*. (*F*) Barplots show means, ± SD of monomer levels associated with cutin or suberin in WT, *gpat457* and *myb107-2* Warm (W) and Cold (C) mature seeds, as indicated. For each monomer, different lowercase letters indicate significant differences, as determined by the Kruskal–Wallis or one-way ANOVA test (*P* < 0.05, n = 4).

To further assess suberization in oi1 cells, we studied mutants deficient in polyester biosynthesis. *GPAT5* and *GPAT7* have been associated with suberin production and *GPAT5* was suggested to be expressed in oi1 cells (14, 16, 27). We found that *GPAT5* and *GPAT7* promoter reporter lines (p*GPAT5*::*mCitrine-SYP122, pGPAT7::NLS-GFP*) produced a fluorescent signal specifically in oi1 cells during the mature green stage, indicating that *GPAT5* and *GPAT7* could indeed promote oi1 suberization (*SI Appendix*, Fig. S4*A*). Nevertheless, *gpat5 gpat7* (*gpat57*) seeds produced a FY signal comparable to that of WT Warm and Cold seeds (*SI Appendix*, Fig. S4*B*). However, the oi1 electron-lucent signal was severely altered in *gpat57* seeds, appearing as a strand of beads-like electron-lucent depositions (*SI Appendix*, Fig. S4*C*). Interestingly, in Cold seeds, the signal maintained a strand of beads-like appearance mainly on the outer periclinal and outer anticlinal sides of oi1 cells, consistent with a polar apoplastic property of oi1 cells (*SI Appendix*, Fig. S4*C*). The electron-lucent and FY signals in *gpat57* seeds suggested that other GPATs can promote suberization in oi1 cells. We considered *GPAT4* since a *pGPAT4::NLS-GFP* line also produced a fluorescent signal in oi1 cells during the mature green stage (*SI Appendix*, Fig. S4*A*). Indeed, the FY signal decreased, although not entirely, in both *gpat4 gpat5 gpat7* (*gpat457*) Warm and Cold seeds (Fig. 3*B*). However, it remained higher in Cold seeds relative to Warm seeds (Fig. 3*B*). The oi1 electron-lucent depositions also decreased in *gpat457* compared to WT, maintaining their strand of beads-like aspect, being more abundant in Cold seeds relative to Warm seeds, consistent with the FY results (Fig. 3*C*). Strikingly, the electron-lucent signal’s polarity was more evident in Cold *gpat457* seeds, with a strand of beads-like appearance on the outer side of oi1 cells and a smoother, linear inner side (Fig. 3*C*).

Intriguingly, the AurO signal was high in both Warm and Cold *gpat57* seeds, being similar in intensity as WT Cold seeds (*SI Appendix*, Fig. S4*B*). In contrast, the AurO signal in *gpat457* Warm seeds was similar to WT Warm seeds but its intensity did not increase in Cold *gpat457* seeds (*SI Appendix*, Fig. S4*D*).

Hence, altogether, these results provide further evidence that the electron-lucent and FY signals correspond to polyester depositions in the oi1 barrier, such as suberin; GPAT4, GPAT5, and GPAT7, and likely additional GPATs, are involved in their deposition; oi1 cells have a polar apoplastic property in Cold seeds; and oi1 polyester depositions do not readily explain the polar AurO signal. Cold conditions could induce the polar accumulation of a special type of suberin or of depositions unrelated to suberin that are not detected by FY or TEM but detected by AurO.

### Characterization of Cold-Induced Changes in Seed Coat Polyester Content in *Arabidopsis*.

We analyzed esterified lipids in Warm and Cold seeds using GC/MS. Previous studies in *Brassica napus* indicated that the seed coat contains most seed polyesters (28). De Giorgi et al. found similar results in *Arabidopsis*, suggesting whole-seed analysis reflects seed coat esterified lipids (29). In WT seeds, polyester monomer content increased modestly in Cold seeds compared to Warm seeds, consistent with TEM and FY results but not with AurO results, further indicating that AurO might detect nonpolyester depositions (Fig. 3*D*).

In *gpat457* Warm seeds and *myb107-2* Cold seeds, polyester monomer content decreased significantly, correlating with weak or absent oi1 electron-lucent and FY signals (Fig. 3*D*). This suggests the remaining monomers in these mutants come from other seed coat barriers; or that they are not detected by TEM or FY; or that they are present as diffuse suberin in the oi1 cells interior rather than in the oi1 contour. In *gpat457* seeds, monomers increased in Cold seeds, consistent with TEM and FY results, while in *myb107-2* seeds, unsubstituted monomer levels remained unchanged, and substituted monomers decreased twofold, suggesting substituted monomers are critical components of the oi1 apoplastic barrier in Cold seeds (Fig. 3*D*).

In WT Cold seeds, short monomer (C16 to C20) levels increased 1.5-fold, while long monomer (C22 to C28) levels decreased slightly, aligning with TEM and FY results. Similarly, in *gpat457* seeds, short monomers also increased in Cold seeds, consistent with TEM and FY results, whereas long monomers remained low (Fig. 3*E*). Hence, these results may indicate that cold promotes deposition of short monomers. However, in *myb107-2* seeds, short monomer levels were unchanged between Warm and Cold seeds, which invalidates our first hypothesis or suggests that cold promotes short monomer accumulation elsewhere in the seed coat (Fig. 3*E*). Long monomer levels were significantly lower in *gpat457* seeds compared to WT, and in *myb107-2* Cold seeds, long monomer levels were the lowest measured, correlating low long monomer levels with a low oi1 AurO signal (Fig. 1*E*). Hence, although an increase in the oi1 barrier AurO signal in WT Cold seeds relative to WT Warm seeds could not be correlated with an increase in long monomer levels, these findings suggest long monomers are components of the cold-induced polar oi1 barrier and that AurO detects other compounds besides polyesters whose deposition is promoted by cold in oi1 cells. Therefore, it is unclear what is the relative contribution of short and long monomers in the oi1 polyester depositions.

Individual monomer analysis showed that C22:0-OH and C24:0 wOH levels, associated with suberin, were reduced in *myb107-2* and *gpat457* Cold seeds, while C18:1 DCA and C18:2 DCA levels, associated with cutin, were less affected (Fig. 3*F* and *SI Appendix*, Fig. S4 *E* and *F*) (30). This suggests suberin is a major component of the oi1 apoplastic barrier in Cold seeds. Suberin can be associated with fatty acids bearing aromatic groups derived from the phenylpropanoid pathway such as coumarate, ferulate, or sinapic acid (31). Ferulate cis and ferulate trans levels increased in WT Cold seeds but were significantly lower in *gpat457* and *myb107-2* seeds, suggesting AurO might detect compounds containing aromatic acids like ferulate (*SI Appendix*, Fig. S4*F*). 

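Among the Fig. 2D phenylpropanoid genes outside the suberin and lignin classes are 3 genes for 4-coumarate:CoA ligase. *4CL2* (AT3G21240; chromosome 3, 7454269 to 7457404, 3 exons) fell from 25.8 ± 4.38 CPM in WT to 4.99 ± 0.198 CPM in *myb107-2* at 11 DAP (SD, n = 3 libraries), and from 50.1 ± 8.37 CPM to 17.9 ± 0.899 CPM at 11 DAP+Cold (SD, n = 3). Its log2 fold change was -2.38 at 11 DAP (adjusted p = 8.7e-07, edgeR) and -1.49 at 11 DAP+Cold (adjusted p = 1.8e-05, edgeR). *4CL5* (AT3G21230; chromosome 3, 7448040 to 7452106, 2 exons), which overlaps a gene on the other strand, changed more at 11 DAP+Cold, by -1.97 (adjusted p = 2.8e-06, edgeR) against -1.13 (adjusted p = 0.0011, edgeR) at 11 DAP. *4CL1*, which also overlaps a gene on the other strand, was called at 11 DAP+Cold only (-1.19, adjusted p = 0.0047) and had an adjusted p of 0.078 at 11 DAP in edgeR. For none of the 3 genes was the difference between the temperatures called, and the smallest adjusted p was 0.15 in edgeR.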

The measurements with *myb107-2* seeds are consistent with transcriptomic data showing that MYB107 regulates the expression of phenylpropanoid metabolism genes in Warm and particularly Cold seeds (Fig. 2*D*).

### Cold Promotes the Polar Deposition of Lignin or Lignin-Like Polymers in oi1 Cells.

Previous studies suggested lignin presence in the seed abscission zone, but whether lignin is present elsewhere in the seed coat is unclear (21). Using the Wiesner test, a purple signal appeared between the oi1 and oi2 cell layers in WT Cold seeds but was less visible in Warm seeds (*SI Appendix*, Fig. S5*A*). Furthermore, Basic Fuchsin (BF), a stain that binds to lignin, revealed a weak polar signal in oi1 cells of WT Warm seeds, which increased markedly in Cold seeds, arising from the outer periclinal and anticlinal parts of oi1 cells, similar to the polar AurO signal (Fig. 4*A*). Hence, these results indicate that cold may promote the polar deposition of lignin or lignin-like polymers in oi1 cells.

**Fig. 4.**
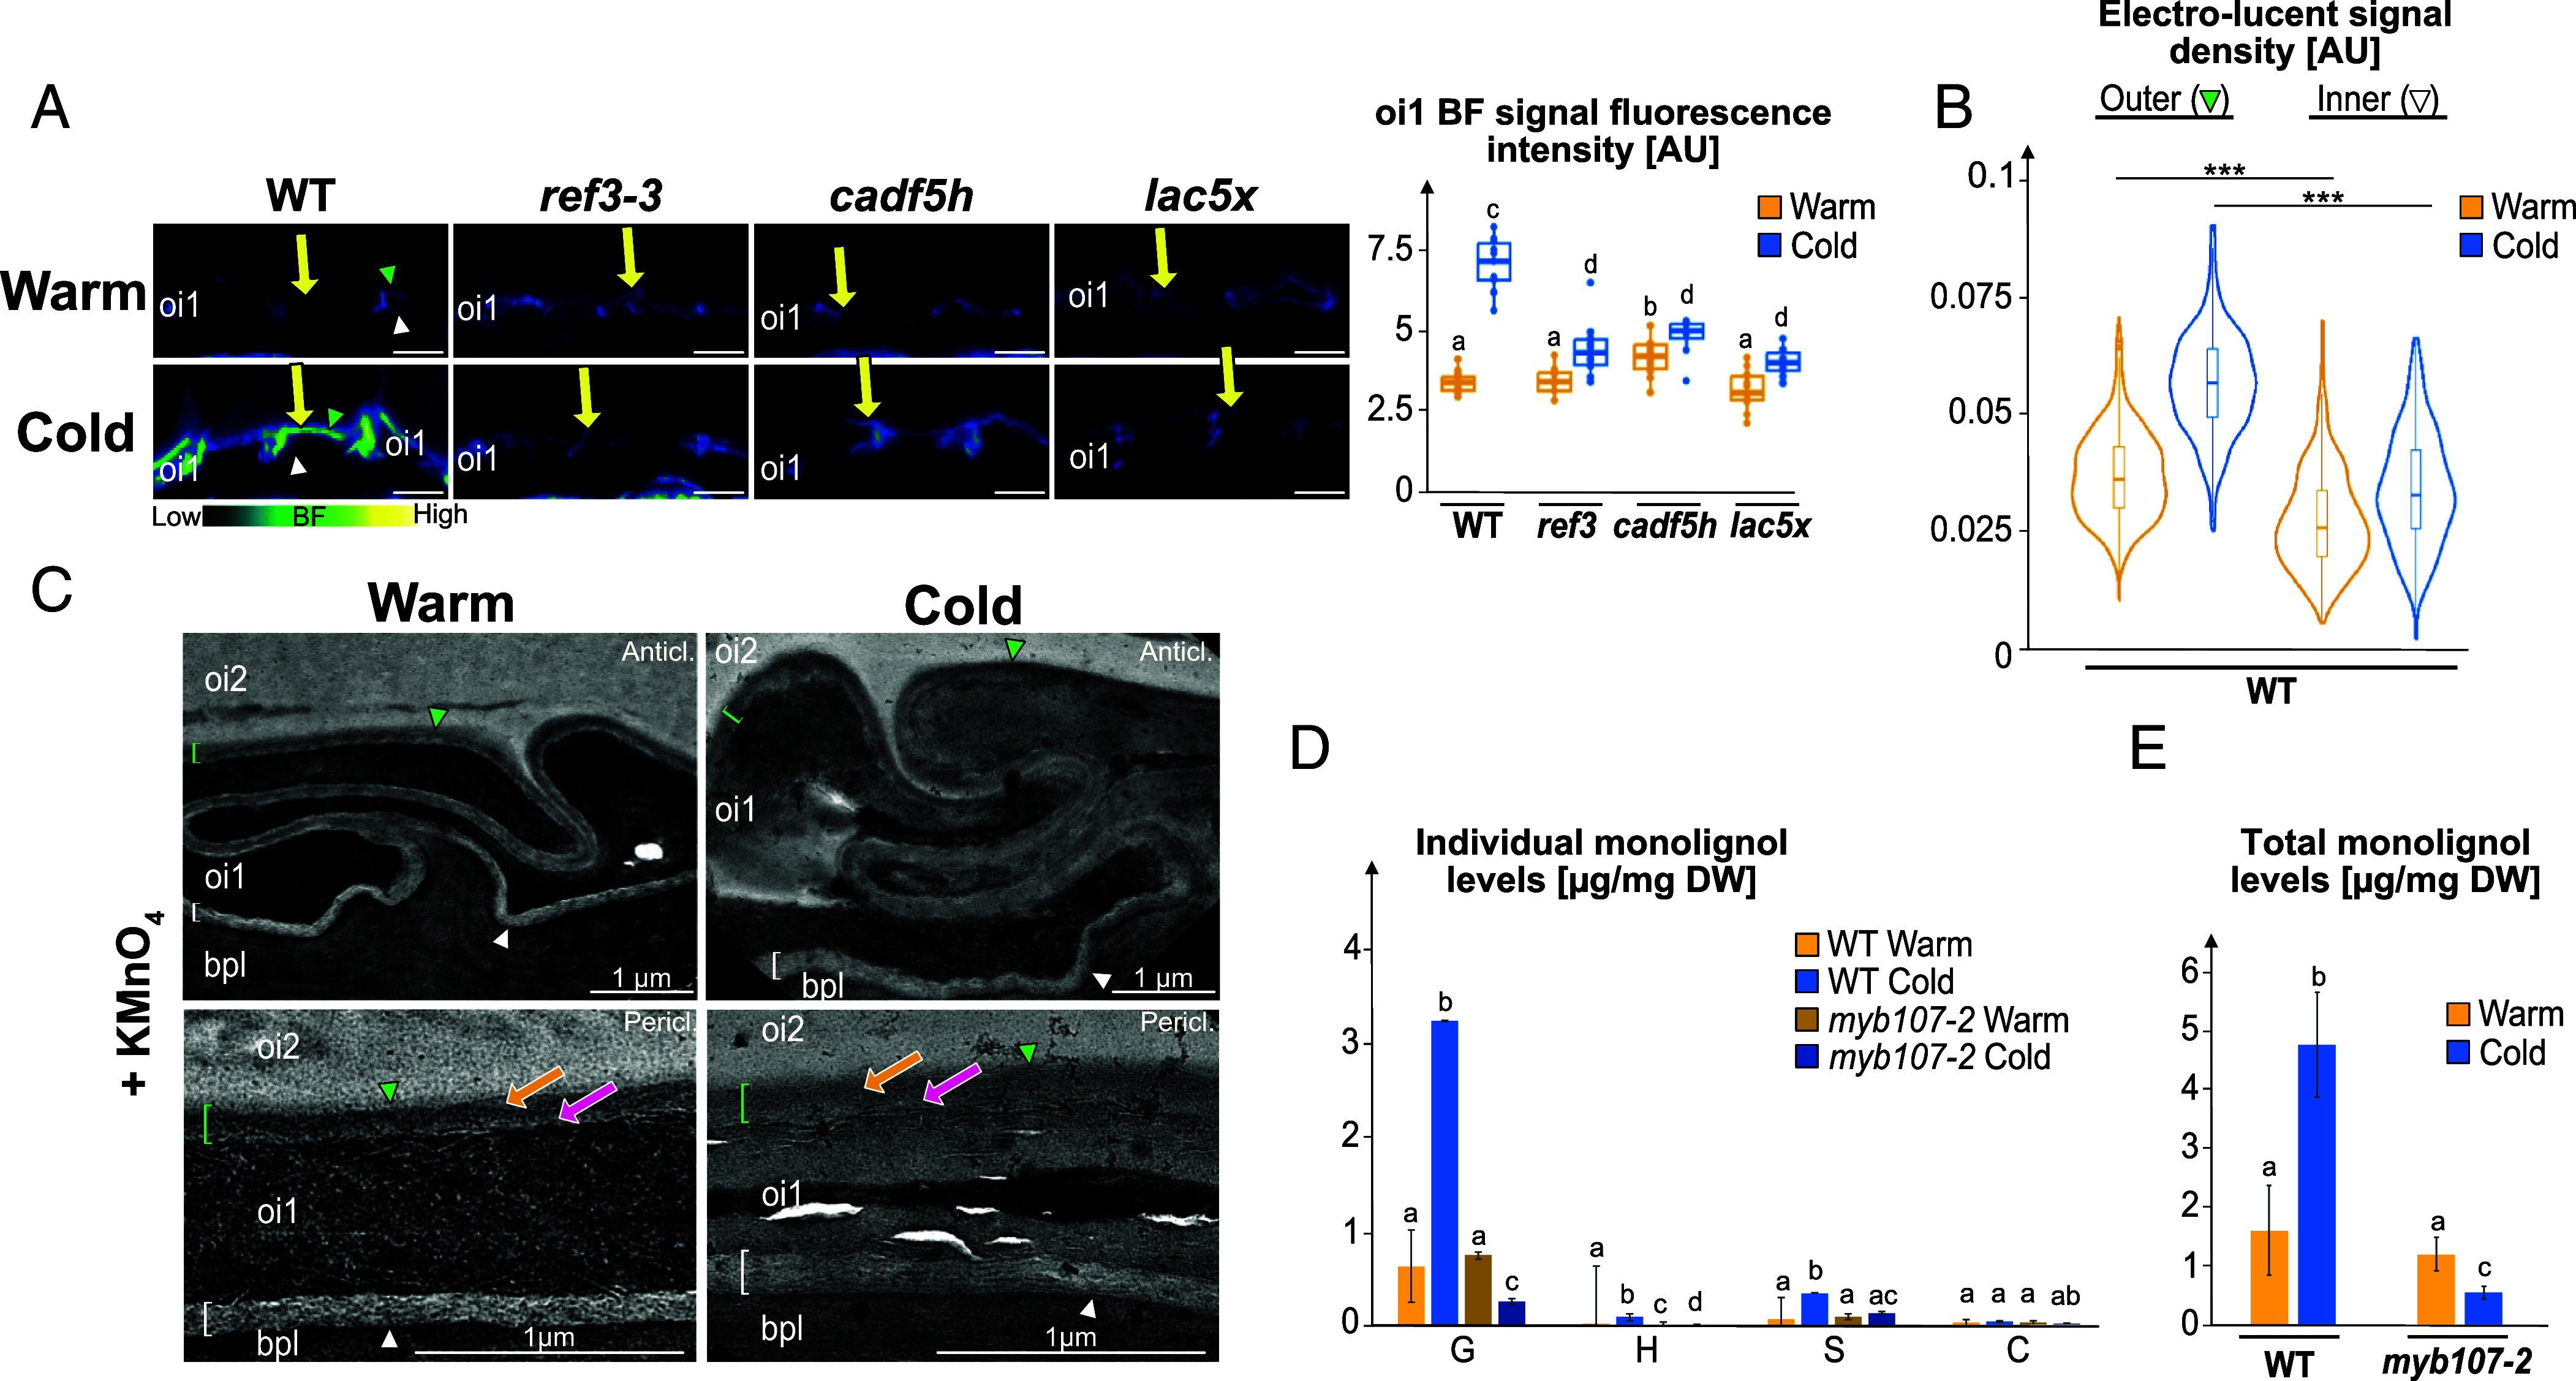
Cold promotes the polar deposition of lignin or lignin-like polymers in oi1 cells. (*A*) *Left*: BF staining of WT, *ref3-3*, *cadf5h,* and *lac5x* mature Warm and Cold seed sections. The yellow arrow indicates the BF signal corresponding to the polar oi1 barrier. (Scale bar, 10 µm.) *Right*: Box plots of the oi1 BF signal fluorescence intensity. Statistically significant differences between the different conditions are indicated by different letters as assessed by a Kruskal–Wallis or ANOVA test (*P* < 0.05, n = 8 to 14 seeds per condition). (*B*) Violin plots of the outer and inner electrolucent signal electron density in WT Warm and Cold TEM sections treated with KMnO_4_. Statistical analysis as assessed by the Kruskal–Wallis test (***P < 0.001). (*C*) TEM micrographs of WT Warm and Cold seed sections treated with KMnO_4_ revealing higher electron density in the outer anticlinal (Anticl.) and periclinal (Pericl.) electron lucent signal surrounding oi1 cells. Green and white brackets/arrowheads indicate the outer and inner oi1 linear signal, respectively. Orange and pink arrows show regions of higher and lower electron density in the outer oi1 linear signal. (*D*) Abundance of diagnostic thioacidolysis monomers specifically released from -O-4-linked p-hydroxyphenyl (H), guaiacyl (G), syringyl (S), and catechyl (C) lignin units in WT and *myb107-2* Warm and Cold seeds. Values represent means ± SD, n = 4. For each monomer, different lowercase letters indicate significant differences, as determined by the Kruskal–Wallis or one-way ANOVA test (*P* < 0.05, four biological replicates, n = 4). (*E*) Total lignin monomer abundance released by analytical thioacidolysis in WT and *myb107-2* Warm and Cold seeds. Statistics as in *D*.

We further assessed this claim genetically. CINNAMYL ALCOHOL DEHYDROGENASEs (CADs) reduce cinnamaldehydes into cinnamyl alcohols in monolignol biosynthesis, while FERULATE-5-HYDROXYLASEs (F5H) convert guaiacyl monolignol to syringyl monolignol. The quadruple mutant *cadf5h*, lacking *CAD4*, *CAD5*, *F5H1*, and *F5H2*, is defective in monolignol biosynthesis and showed decreased BF signals in Cold seeds compared to WT Cold seeds (Fig. 4*A*) (32). We also analyzed the *reduced epidermal fluorescence 3* (*ref3-3*) mutant, a hypomorphic allele of *CINNAMATE-4-HYDROXYLASE* (*C4H*), and the quintuple *laccase 1,3,5,13,16* (*lac5x*) mutant, defective in monolignol polymerization (32–34). Both *ref3-3* and *lac5x* also displayed reduced BF signals in Cold seeds (Fig. 4*A*). These results provide genetic support to the notion that cold promotes the accumulation of lignin or lignin-like depositions in oi1 cells.

We acquired TEM images of WT mature seed sections treated with potassium permanganate (KMnO_4_), which enables visualizing lignin depositions as electron-dense depositions (35–37). This showed increased electron density in the outer periclinal and outer anticlinal parts of the oi1 barrier while the inner parts remained electron-lucent (Fig. 4 *B* and *C*). Cold further increased the electron density in the outer oi1 barrier relative to the inner oi1 (Fig. 4 *B* and *C*). In both Warm and Cold WT seeds, the higher electron density was observed in the outer part of the outer oi1 barrier whereas its inner part retained an electron-lucent character like that of the inner oi1 signal observed in sections untreated with KMnO^4^ (Fig. 4*C*). Altogether, these data further support the notion that oi1 cell walls are polarly lignified while suberized throughout their contour. They also support the notion that cold enhances polar lignification of oi1 cells.

Transgenic lines with NLS-GFP reporters driven by *PHENYLALANINE AMMONIA-LYASE 1* (*PAL1*), *PAL2*, and *C4H/REF3* promoters produced fluorescent signals in oi1 cells at the mature green stage, while a *PAL4* promoter did not display a signal (*SI Appendix*, Fig. S4*A*). These data suggest that oi1 cells autonomously control their lignin depositions.

To chemically verify lignin depositions in the *Arabidopsis* seed coat we performed analytical thioacidolysis, which selectively cleaves alkyl aryl ether bonds, releasing the diagnostic β-O-4-linked p-hydroxyphenyl (H), guaiacyl (G), and syringyl (S) lignin units/monomers. The seed lignin is predominantly composed of G units, with lower amounts of S-type monomers (Fig. 4*D*). H units and coniferylaldehyde were also detected but are near the detection limit and partially absent in *myb107-2* (Fig. 4*D*). Interestingly, caffeyl alcohol–derived catechyl units (C), known from other seed coat lignins were also detected in minor amounts (Fig. 4*D*) (38).

When quantifying monolignols in WT and *myb107-2* seeds using GC-MS we determined similar total monolignol levels in WT and *myb107-2* Warm seeds (Fig. 4*E*). Strikingly, total monolignols levels increased by threefold in WT Cold seeds relative to Warm seeds, whereas twofold reduced levels were detected in *myb107-2* Cold seeds relative to Warm seeds. The cold-induced lignin deposition is mainly a result from increases in G, S, and H monomers. Furthermore, consistent with the AurO results and monolignol measurements, a markedly reduced BF signal was found in *myb107-2* Cold seeds (*SI Appendix*, Fig. S5*C*). These results support the notion that cold stimulates through MYB107 the deposition of a lignin polymer in the seed coat resembling that found in other parts of the plant.

### Defects in the oi1 Barrier Correlate with Defects in Seed Coat Impermeability and Seed Dormancy.

We investigated whether defects in the oi1 barrier are associated with defects in seed permeability and dormancy.

Assessing the permeability of individual seed coat cell integumental layers is challenging. Previous reports showed that *gpat5*, *myb107-2,* and *myb9-1* mature Warm seeds have higher permeability to Tetrazolium Red, consistent with a defective seed coat in these mutants (8, 19). Tetrazolium Red permeability assesses the entire seed coat, including the ii1 cuticle tightly associated with the endosperm, which makes it uncertain whether the higher permeability reflects defects in the seed coat’s outer layers (11). We therefore sought to develop a protocol more specific to the outer layers of the seed coat. The outer integuments lie outside the bpl and ii1 seed coat layers, which contain oxidized tannins responsible for the seed coat’s brown color. Sodium hypochlorite treatment breaks down tannins, causing the seed coat to lose color leading to bleaching of seeds. Thus, bleaching levels can indicate if defects in the outer integuments are linked to increased seed coat permeability to sodium hypochlorite. Higher bleaching levels were observed in *gpat457*, *ref3-3*, *lac5x,* and *cadf5h* Warm seeds relative to WT Warm seeds (*SI Appendix*, Fig. S5*D*). In Cold seeds, we also observed increased bleaching in these mutants except for *lac5x*, which behaved like WT seeds. This suggests that other LACs may restore normal sodium hypochlorite permeability to *lac5x* seeds under cold conditions (*SI Appendix*, Fig. S5*D*) (*Discussion*). Overall, these results support the notion that polyester and lignin depositions in the outer integuments regulate seed coat permeability (*SI Appendix*, Fig. S5*D*). Furthermore, higher bleaching was observed in *myb107 myb9* Warm seeds, which have a highly defective oi1 barrier, and to a lesser extent in *myb107-2* Warm seeds, which have a thinner electron-lucent oi1 barrier (Fig. 5*A*). In contrast, bleaching was similar in WT and *myb9-1* Warm seeds. Similar results were obtained with *myb107-2* Cold seeds, whereas WT and *myb9* Cold seeds had no color defects upon sodium hypochlorite treatment (Fig. 5*A*). Thus, seed bleaching correlated with defects in the oi1 barrier consistent with the notion that the oi1 barrier regulates seed coat permeability.

**Fig. 5.**
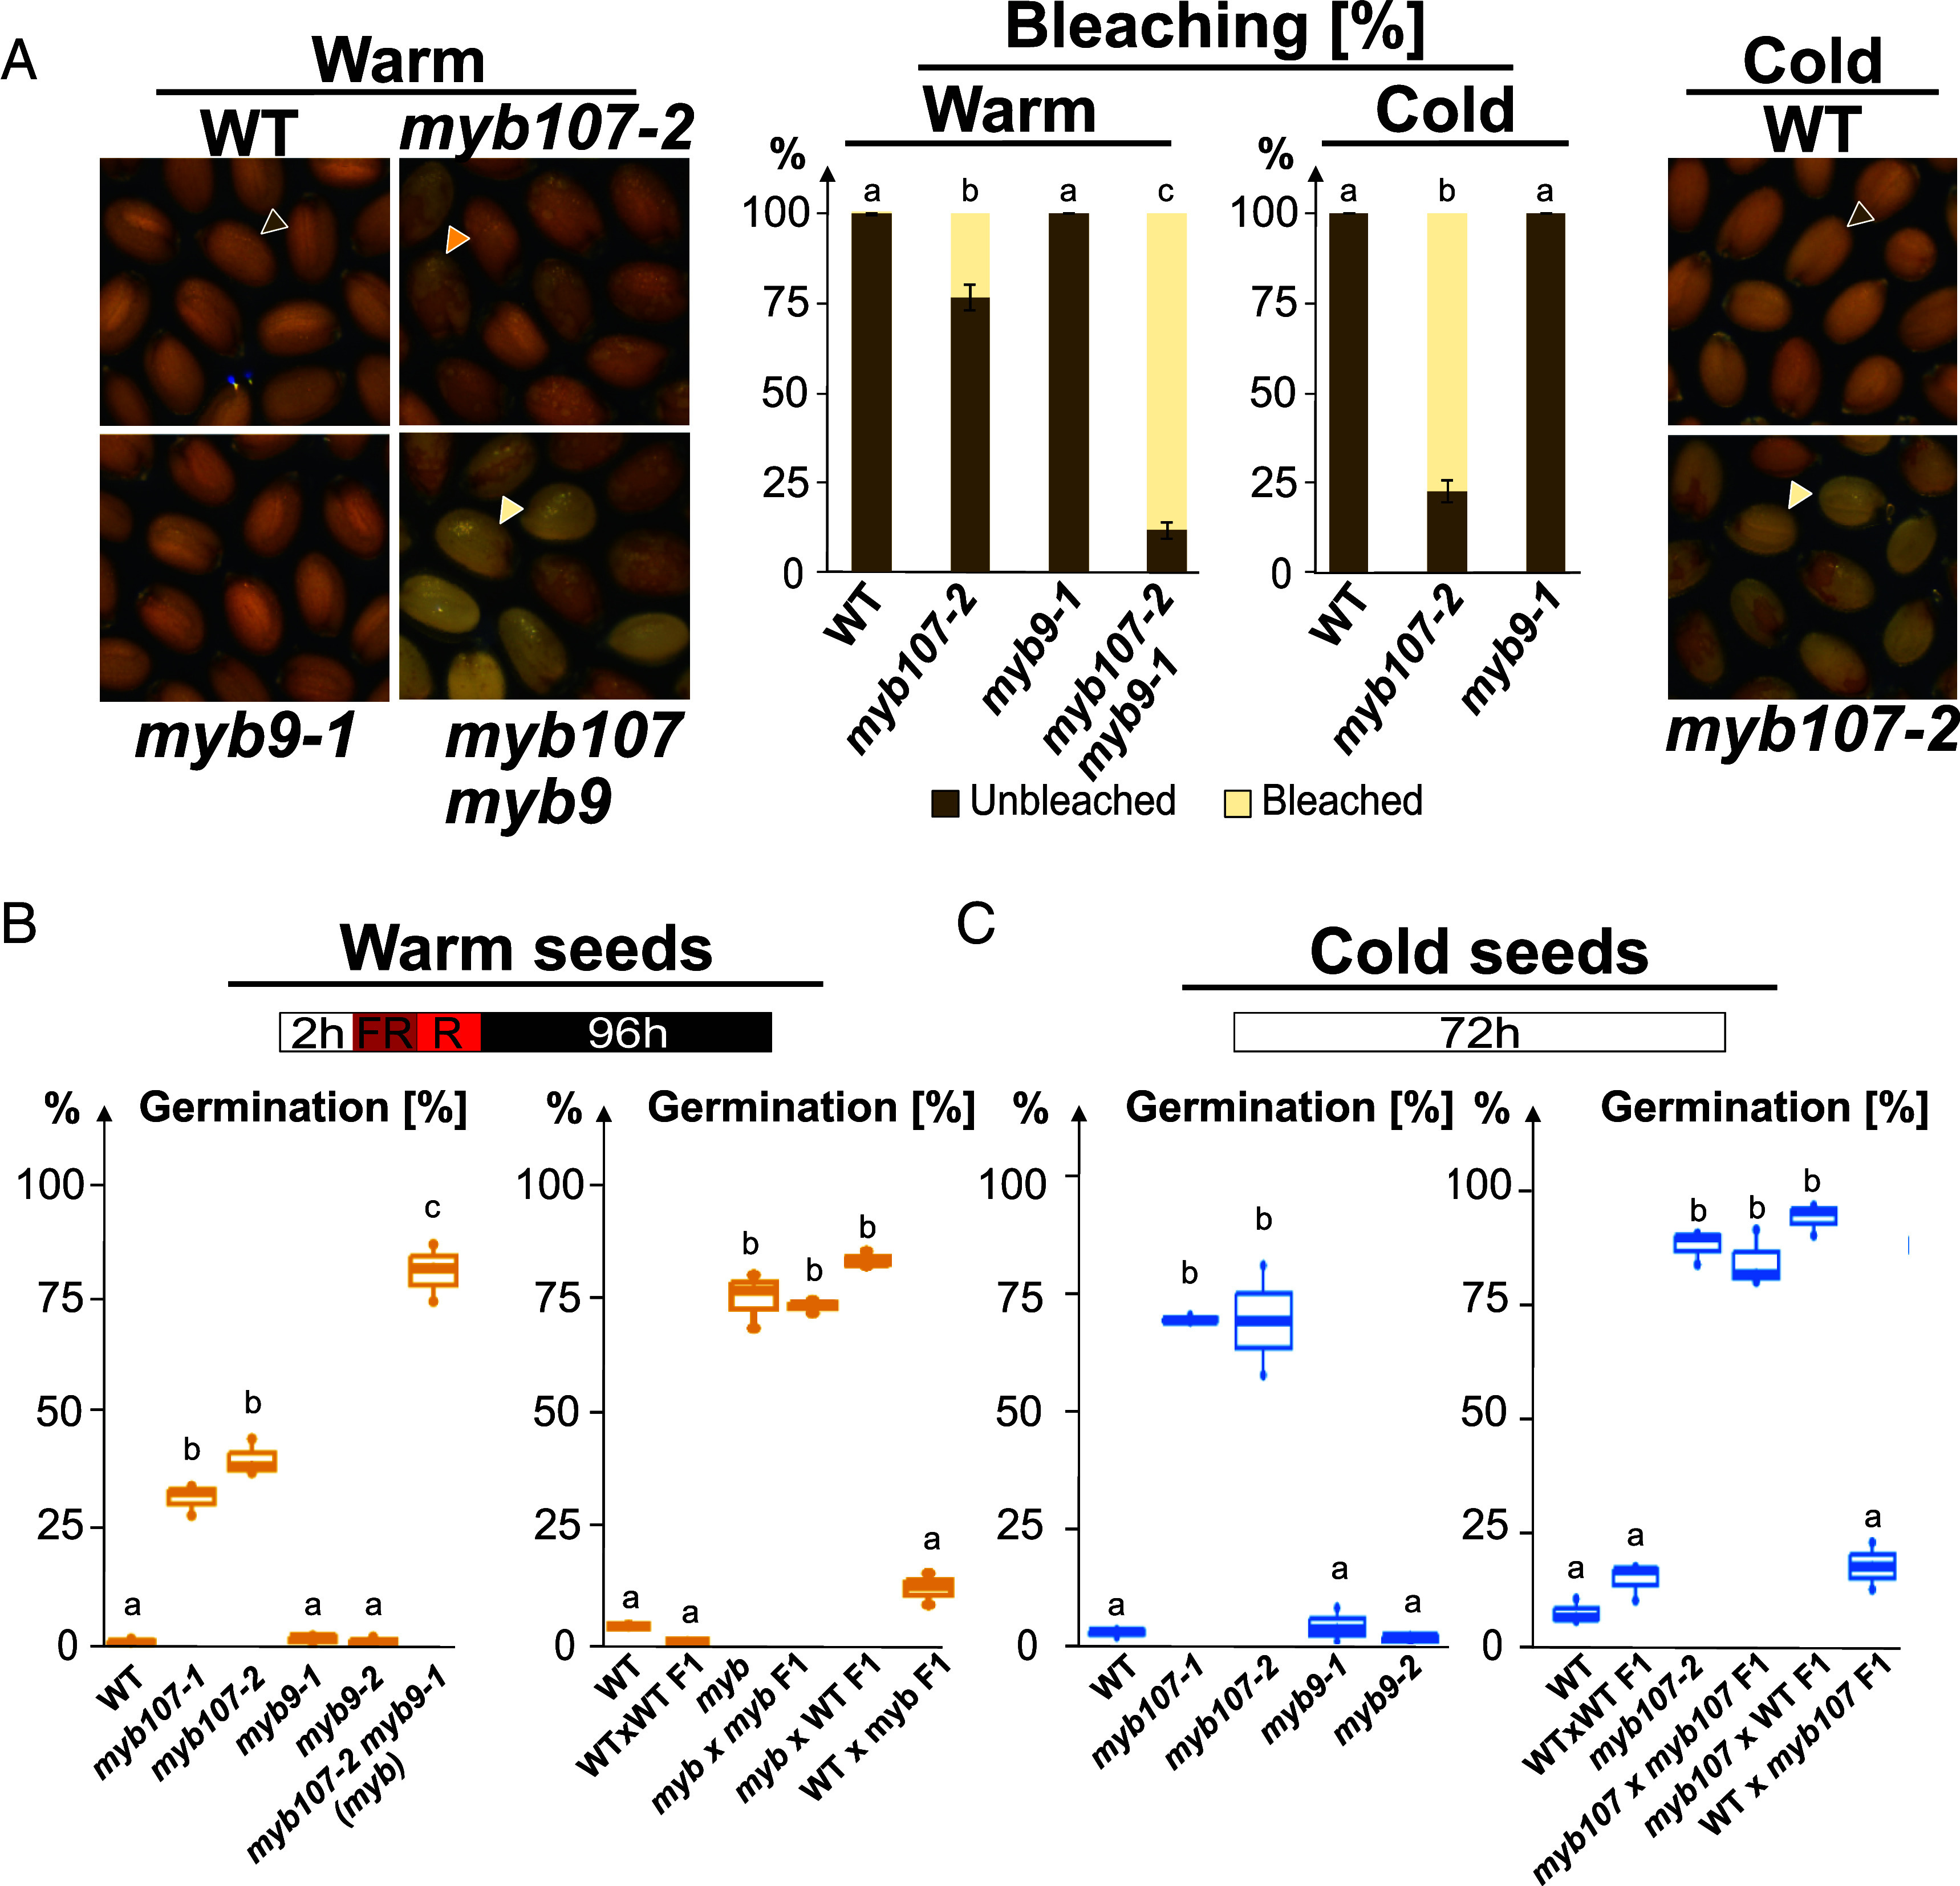
Defects in the oi1 barrier correlate with defects in seed coat impermeability and seed dormancy. (*A*) *Left*: Pictures showing WT, *myb107-2, myb9-1,* and *myb107-2 myb9-1* (*myb107 myb9*) mature Warm seeds after 15 min incubation with 1.5 % sodium hypochlorite. *Right*: Pictures showing WT and *myb107-2* mature Cold seeds after 15 min incubation with 1.5 % sodium hypochlorite. Brown, orange, and white arrowheads show unbleached, partially bleached, and fully bleached seeds, respectively. *Center*: Histograms showing the bleaching percentage in Warm and Cold mature seeds of various genotypes, as indicated. Statistically significant differences between the different genotypes are indicated by different letters as assessed by the Kolmogorov–Smirnov test with Bonferroni correction (*P* < 0.05, n = 64 to 147 seeds per condition). (*B*) Schematic showing the suboptimal germination protocol consisting of imbibing seeds (15 d after harvesting) for 2 h in white light, followed by a 5 min far red (FR) pulse immediately followed by a 5 min red (R) pulse and 96 h dark incubation before assessing germination. *Left*: Box plots showing germination percentages of Warm mature seeds of various genotypes, as indicated. *Right*: Reciprocal crosses showing that the low dormancy of *myb107-2 myb9-1* (*myb*) mature Warm seeds is maternally inherited. Statistically significant differences between the different genotypes are indicated by different letters as assessed by a two-way ANOVA test followed by a post hoc Tukey test (*P* < 0.05, n = 60 to 100 seeds per condition). (*C*) Schematic showing the optimal germination protocol consisting of imbibing seeds for 72 h in white light before assessing germination. *Left*: Box plots showing germination percentages of Cold mature seeds (36 d after harvesting) of various genotypes, as indicated. *Right*: Reciprocal crosses showing that the low dormancy of *myb107-2* (*myb107*) mature Cold seeds (67 d after harvesting) is maternally inherited. Statistics as in *B*.

WT Col-0 accession Warm seeds have low dormancy when assessed under optimal germination conditions, which complicates the assessment of dormancy defects in mutants. We therefore used suboptimal germination conditions consisting of applying upon imbibition a far red (FR) pulse followed by a red (R) pulse and incubation in darkness (25). Polyester and lignin biosynthesis mutants (*gpat457*, *ref3-3*, and *lac5x*) showed reduced dormancy compared to WT Warm seeds, while *cadf5h* Warm seeds had WT-like dormancy, suggesting their lignin defects do not significantly impact dormancy (*SI Appendix*, Fig. S5*E*) (*Discussion*). *myb9-1* and *myb9-2* Warm seeds had normal seed dormancy levels (Fig. 5*B*). In contrast, over 30% germination occurred with *myb107-1* and *myb107-2* Warm seeds, and 81% with *myb107 myb9* Warm seeds (Fig. 5*B*). F1 Warm seeds from *myb107 myb9* plants pollinated with WT pollen showed 83% germination whereas only a few percent germination was observed in the reciprocal cross, indicating maternally inherited low dormancy (Fig. 5*B*).

WT Cold seeds, which have increased seed dormancy levels, and mutant Cold seeds were tested under standard conditions with white light. Polyester and lignin biosynthesis Cold seed mutants exhibited lower dormancy levels compared to WT Cold seeds, including *cadf5h* mutants, which displayed a trend toward reduced dormancy, although this was not statistically significant (*SI Appendix*, Fig. S5*F*). WT and *myb9* Cold seeds did not germinate when tested 36 days after harvest, while 60 to 75% of *myb107-2* mutants did (Fig. 5*C*). Low *myb107-2* Cold seed dormancy was maternally inherited, indicating maternally inherited low dormancy (Fig. 5*C*).

Altogether, these results support the notion that polyester and lignin depositions promote dormancy. They also establish a correlation between oi1 barrier defects and low seed coat permeability and low seed dormancy. They are consistent with the notion that cold promotes dormancy by promoting polar oi1 lignification and suberization throughout the entire oi1 cell boundary.

## Discussion

Here, we presented genetic, histological, and biochemical analyses suggesting that cold induces polar lignification in the oi1 cell layer of the *Arabidopsis* seed coat. The S/G ratio in WT seed lignin (0.11 to 0.12) is more similar to root (0.21) and Casparian strip lignin (0.09) than to stem lignin (0.67) (32, 39, 40). Nevertheless, the H/G/S monomeric composition resembles an angiosperm lignin polymer that is similar or closely related to classical lignin found in other cell types in the plant (41). Although lignin presence in *Arabidopsis* seed coat was not well-documented, previous reports indicate its presence in Brassicaceae (42, 43). Prior work hints at lignin production in *Arabidopsis* oi1 cells, with *TT10*, a laccase-encoding gene, being expressed in these cells, and *tt10* mutants showing reduced lignin content (22, 23). This report shows polar lignification in *Arabidopsis* seed coat in response to cold during seed development. Lignin in the *Arabidopsis* seed coat might have been overlooked as it is significantly deposited only in cold conditions. Previous studies reported the presence of lignin in the seed coats of Orchids and Cactaceae (38, 44). It remains to be investigated whether cold promotes seed coat lignification in other species, including Brassicaceae.

The oi1 layer was previously proposed to produce suberin; however, suberin presence was only indirectly ascertained by the observation of lamellae on the inner side within the electron-lucent linear signal (15, 18). Here, we presented independent lines of evidence further supporting this proposition: 1) presence of lamellae throughout the oi1 cell surface, 2) an apolar FY signal around oi1 cells, and 3) an altered electron-lucent signal in *gpat57* and *gpat457* oi1 cells. Interestingly, we found that GPAT4, linked to cutin biosynthesis, also contributes to oi1 barrier formation. Recent work showed that *GPAT4*, redundantly with *GPAT6* and *GPAT8*, that are also associated with cutin biosynthesis, is required for root suberization (45). Our results suggest that additional *GPATs* promote oi1 suberization as electron-lucent material increased in Cold *gpat457* seeds. The altered, “strand of beads-like,” electron-lucent depositions in *gpat* mutants described here resemble the reported alterations in suberin deposition, characterized by irregular amorphous structures and gaps in suberin coverage (45).

We confirmed that MYB107 promotes the expression of polyester, lignin, and phenylpropanoid genes, especially in cold seeds where the number of lignin and phenylpropanoid biosynthesis genes regulated by MYB107 increases. 

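A list of 16 biosynthesis and laccase genes of the paper's mutants and reporters, without *MYB107* and *MYB9*, was tested as a set. At 11 DAP, 2 of them were called lower in *myb107-2*, or 4 when adjusted over the list alone, and at 11 DAP+Cold 6 were called, or 7 when adjusted over the list alone. None was called higher, and 3 genes had a higher value at each temperature. The set was lower as a whole in limma's camera test with a preset correlation between genes of 0.01 (p = 9.3e-07 at 11 DAP and p = 8e-11 at 11 DAP+Cold, edgeR fit). The correlation estimated from these libraries was 0.17 at 11 DAP and 0.19 at 11 DAP+Cold, and with it camera gave p = 0.024 and p = 0.0072 in the same edgeR fit. Under limma's fry test the set also stayed under 0.05 at both temperatures. *LAC5* (AT2G40370; chromosome 2, 16857959 to 16860779, 6 exons) was lower at both, with 67.9 ± 26.5 CPM in WT and 11.9 ± 2.70 CPM in *myb107-2* at 11 DAP (SD, n = 3 libraries) and 213 ± 54.8 against 41.5 ± 11.8 CPM at 11 DAP+Cold (SD, n = 3). *LAC3* (AT2G30210; chromosome 2, 12887446 to 12889931, 5 exons) was called at 11 DAP+Cold, where it fell from 102 ± 46.1 CPM to 4.01 ± 1.57 CPM (SD, n = 3; adjusted p = 5.1e-05, edgeR). *GPAT5* (AT3G11430; chromosome 3, 3595694 to 3597952, 2 exons) was also called there, from 27.0 ± 19.5 CPM to 4.73 ± 2.32 CPM (SD, n = 3; adjusted p = 0.0053, edgeR), but not with DESeq2 (adjusted p = 0.58) or with edgeR's legacy method (adjusted p = 0.16). Without cold, WT at 13 DAP reached 354 ± 98.2 CPM for *LAC5*, 113 ± 40.6 CPM for *LAC3* and 182 ± 23.9 CPM for *GPAT5* (SD, n = 3).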

We also showed that MYB107 plays a predominant role to promote both suberization and lignification of oi1 cells in Cold seeds, whereas both MYB107 and MYB9 redundantly promote these processes in Warm seeds likely with additional factors. Transgenic reporter lines indicated that *MYB107* and genes encoding enzymes of the phenylpropanoid pathway are specifically expressed in oi1 cells, indicating that oi1 cells autonomously promote their lignification in response to cold.

Upon transfer to cold at 12 DAP, *MYB107* expression further increased after 2 d, suggesting that cold promotes MYB107 accumulation (*SI Appendix*, Fig. S3*A*). Hence, cold could enhance polar lignin deposition by increasing *MYB107* expression. Furthermore, cold also slows seed development, likely prolonging the seed coat’s life span, which could provide more time for oi1 lignification and suberization. The mechanism of polar lignin deposition in oi1 cells remains to be investigated. Similar mechanisms to Casparian strip formation in the root endodermis might be involved, involving CASP proteins that localize lignin biosynthesis enzymes such as peroxidases and laccases. 

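*CASPL1D2* (chromosome 3 of TAIR10.1, 1938335 to 1939853, 3 exons) was near the detection limit at 11 DAP, with 0.203 ± 0.190 CPM in WT and 0.0830 ± 0.144 CPM in *myb107-2* (SD, n = 3 libraries), and no difference was detectable there (adjusted p = 0.82, edgeR). At 11 DAP+Cold it reached 34.0 ± 21.8 CPM in WT and 2.24 ± 0.930 CPM in *myb107-2* (SD, n = 3), a log2 fold change of -3.91 (standard error 0.44, adjusted p = 1.5e-05, edgeR), while DESeq2 gave an adjusted p of 0.17. In WT at 13 DAP and 22 °C, *CASPL1D2* reached 119 ± 23 CPM (SD, n = 3). WT after 48 h of cold lay below that (log2 fold change -1.8, adjusted p = 0.0096, edgeR). Its rise from 11 DAP to 11 DAP+Cold is therefore no evidence of a response to cold. *CASPL1C1* (chromosome 4, 1569937 to 1571737, 3 exons) was at 0 counts in all 3 *myb107-2* libraries at 11 DAP and at 1.82 ± 1.91 CPM in WT (SD, n = 3). Its mean in WT, which rests largely on replicate 3 (4 CPM), was 38.2-fold the limit of 3 counts in *myb107-2*. That is a lower bound on the decrease only if the estimates of 0 hold. *CASPL1C1* was not called at 11 DAP (adjusted p = 0.15, edgeR). It was called there with DESeq2 (adjusted p = 5.8e-08), with edgeR's legacy method (adjusted p = 0.024), with all 18 libraries in the edgeR fit (adjusted p = 0.045) and with a replicate block in edgeR (adjusted p = 0.014). At 11 DAP+Cold, *CASPL1C1* fell from 71.9 ± 51.7 CPM to 4.35 ± 2.09 CPM (SD, n = 3), a log2 fold change of -4.06 (standard error 0.56, adjusted p = 0.00082, edgeR), and robust empirical Bayes in edgeR gave an adjusted p of 0.057. WT at 13 DAP and 22 °C reached 110 ± 14.2 CPM for *CASPL1C1* (SD, n = 3), so it also rose without cold.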

The *CASP-LIKE* gene *CASPL1D2* (AT3G06390) was downregulated in *myb107-2* Cold seeds (11DAP + Cold) whereas *CASPL1C1* (AT4G03540) is downregulated in both *myb107-2* Warm and Cold seeds (11DAP and 11DAP+Cold), suggesting that they could play a role in oi1 polar lignin deposition (Dataset S1).

Spatial control of lignification in the context of the Casparian strip formation may be necessary to prevent ROS reactions from spreading within endodermal cells and compromise their viability. Since oi1 cells are destined to die, lignification in these cells may involve mechanisms similar to xylem lignification, which is linked to cell death. Polarization may involve polar deposition of lignin monomers, monolignol transporters, dirigent proteins, or tyrosine-rich cell wall proteins associated with lignin deposition (46–51). Hydroxycinnamate esters in certain cell wall polysaccharide domains could also play a role (52). A combination of these mechanisms is possible. The “pointed hat” pattern of the electron-lucent anticlinal signals indicates oi1 cell polarization (*SI Appendix*, Fig. S1*D* and Fig. 6). The boundary of oi1 lignification is located at the tip of the pointed hat, i.e., where anticlinal adjacent oi1 cell walls separate inwardly after running in close proximity with each other more outwardly (Fig. 6). Close proximity may serve as a scaffold for initial monolignol deposition, also ensuring a tight seal between cells before spreading outward toward the outer periclinal cell wall (Fig. 6). The polarization in *gpat457* Cold seeds, with a strand of beads-like outer signal and smoother inner signal, suggests coordinated lignification and suberization of the outer oi1 barrier (Fig. 3*C*).

**Fig. 6.**
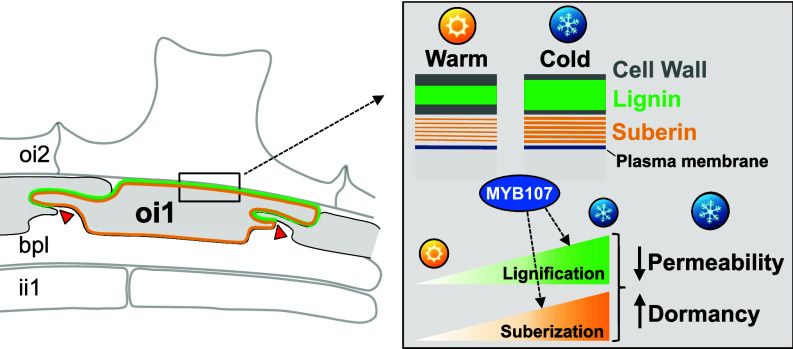
Model for the temperature-dependent polar lignification of a seed coat suberin layer promoting dormancy in *Arabidopsis thaliana*. In response to cold during seed development MYB107 promotes the polar lignification of oi1 cells, i.e., a region shown in green starting at the tip of a prototypical pointed hat structure, indicated by red arrowheads, where the cell walls of two adjacent oi1 anticlinal cell walls come in close proximity and form outwardly convolutions before separating (see also *SI Appendix*, Fig. S1*D*). MYB107 also promotes suberization, shown in orange, throughout the oi1 cell contour in response to cold. Increased oi1 cell layer lignification and suberization leads to lower seed coat permeability thus delaying the release of seed dormancy.

Higher bleach permeability in polyester and lignin biosynthesis mutants correlated with lower dormancy, except for *lac5x* Cold seeds, which showed WT-like bleaching but reduced dormancy, and *cad5h* mutants, which showed increased bleaching but no dormancy reduction. These inconsistencies suggest seed coat permeability to bleach may not fully reflect permeability to dormancy-releasing compounds such as oxygen. We found that defects in the oi1 barrier, using various *myb107* and *myb9* mutant combinations, correlated with high seed coat permeability and low dormancy, indicating its role to promote these seed properties (Fig. 5 *B* and *C*). We therefore speculate that increased suberization and lignification, induced by cold, enhance dormancy by making the seed coat more impermeable thus delaying oxidation events that release dormancy (Fig. 6). *Arabidopsis* dormancy belongs to the physiological dormancy class, which is the most common type of dormancy. In physiological dormancy, the seed-covering layers (i.e., the seed coat and the endosperm) play an important role to promote dormancy (53, 54). Furthermore, exposure to cold temperatures during seed development enhances dormancy in a wide range of angiosperm species (6). Hence, it is conceivable that temperature-dependent seed coat apoplastic barrier modifications could play a role to regulate seed dormancy in plant species other than *A. thaliana*. Whether this is indeed the case remains to be investigated. Preharvest sprouting, the premature germination of seeds before harvest reduces seed quality and causes economic losses in crops like wheat, barley, and rice. Investigating whether cold promotes seed coat lignification through MYB homologs could lead to developing crops with increased seed coat hardiness and reduced preharvest sprouting.

## Materials and Methods

*A. thaliana* (ecotype Col-0) was used as the primary plant material, grown under controlled environmental conditions. Histological and microscopy techniques, including widefield, confocal, and TEM, were employed to investigate cellular and subcellular features. Gene expression analyses were performed using RNA extraction, RT-qPCR, and RNA sequencing, while biochemical assays assessed polyester and monolignol content. Germination and seed coat decolorization assays provided insights into seed physiology, and transgenic lines were generated for functional studies. Detailed protocols for these methods, including image analysis, chemical measurements, and statistical approaches, are available in *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

## Data Availability

DNA sequencing data have been deposited in Gene Expression Omnibus (55). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Temperature-dependent polar lignification of a seed coat suberin layer promoting dormancy in Arabidopsis thaliana
**Source:** Proc Natl Acad Sci U S A. 2025 Feb 7;122(6):e2413627122. doi: 10.1073/pnas.2413627122
**Supplement:** Supplementary file 1 — Appendix 01

## Supplementary Information Appendix

### Materials and Methods

#### Plant material and growth conditions

All genotypes used in this study were in the Col-0 background. *myb107-1* (SAIL\_242\_B04), *myb107-2* (SALK\_203615), *myb9-1* (SALK\_149765C) and *myb9-2* (CS463394) were previously described (1, 2). The double mutant *myb107myb9* was generated by crossing *myb107-2* with *myb9-1*. *gpat57* and *gpat457* were generated by crossing *gpat4-1* (SALK\_106893), *gpat5-1* (SALK\_018117) and *gpat7-3* (SALK\_064514), which were previously described (3-5). *cad4cad5f5h-1f5h-2*, *lac5x* (*lac1,3,5,12,16*) and *ref3-3* were as previously described (6-8). The *pGPAT5::mCitrine-SYP122*, *pC4H::3xNLS-Venus*, *pPAL1::3xNLS-Venus*, *pPAL2::3xNLS-Venus* and *pPAL4::3xNLS-Venus* lines were as previously described (9, 10). Oligonucleotides used for genotyping are listed in Supporting Information S2.

All plants were grown under standard conditions as described (11). Cold was applied upon bolting by transferring plants to a cold chamber (10-13°C, 16 h/8 h day/night photoperiod, light intensity of 120-130  $\mu\text{mol}/\text{m}^2\text{s}$ , humidity of 60-65%). Seed batches were harvested on the same day from plants grown side by side under identical environmental conditions.

#### Histology

Histology followed the methods of Demonsais et al (12). Fixation was overnight at 4°C in phosphate buffer (pH 7.2) with 4% formaldehyde and 0.25% glutaraldehyde. Dry seeds were punctured at the start, and all samples were vacuum infiltrated. Samples were embedded in 1.5% agarose, dehydrated in ethanol, cleared in Neoclear, and embedded in paraffin. Sections (thickness 8  $\mu\text{m}$ ) were cut with a Cut 4050 microtome (MicroTec), placed on SuperFrost slides (Roth), deparaffinized with Neoclear, and rehydrated with water. Stainings were done as detailed below; dyes were diluted in water unless otherwise noted, with rinsing after each step except for Phloroglucinol staining (Phloro). AurO staining: 5 min in 0.001% AurO, 1 min in 0.05% Toluidine Blue for counter staining, mounted in PBS/glycerol (1:1). FY staining: 10 min in 0.01% FY in 100% EtOH, 1 min in 0.2% Aniline Blue for counter staining, mounted in PBS/glycerol (1:1). BF staining: 1 min in 0.05% BF in 50% EtOH, mounted in PBS/glycerol (1:1). Phloro staining: 3 min in 1% Phloro in 92% EtOH, 7 min in 25% HCl, mounted in lactic acid/glycerol (1:1).

### **Widefield observation**

Histological dye samples were examined with a DM6B microscope (Leica) equipped with a DFC9000GT sCMOS camera and a HC PL APO 20x/NA 0.8 PH2 objective. AurO was excited between 426–446 [nm] and emission was collected between 460–500 [nm], FY was excited at 450–490 [nm] and emission was collected at 500–550 [nm] and BF was excited 540–580 [nm] and emission were collected at 592–668 [nm]. Z-stacks of 9–14 different seeds per condition were performed for quantification purposes. Z-stacks were acquired with Nyquist sampling and images were subsequently enhanced using the THUNDER Instant Computational Clearing (ICC) algorithm (Leica), which is based on a spatial filtering method. Phloroglucinol slides were observed using bright field imaging, a DMC5400 colour camera (Leica) and a PlanApo 40x/NA1.1 water immersion objective.

### **Confocal microscopy**

Confocal microscopy observed fluorescent transgenic lines after staining seeds with 0.1% propidium iodide (PI) for 10 min. Images were acquired using a Zeiss LSM 800 microscope. Excitation for eGFP, mCitrine, and Venus was at 488 nm, with emission collected from 488–570 nm. PI was excited at 561 nm, with emissions collected from 562–700 nm. Imaging parameters included a 42  $\mu$ m pinhole, 0.8–2% laser intensity, and z steps of 0.64  $\mu$ m. Each line was analyzed at least 3 times, and 10 independent complemented lines were analyzed.

### **Transmission Electron Microscopy (TEM)**

TEM was performed as described previously (11). Briefly, samples were fixed in 2.5% glutaraldehyde in cacodylate buffer 0.1M, pH7.0 with Tween 0.01% and post-fixed in 1% uranyl acetate; they were then dehydrated and embedded in Epon resin. For Reynolds staining, samples were stained with 2.5% (w/v) uranyl acetate and Reynolds lead citrate. For H<sub>2</sub>O<sub>2</sub> treatment, a 10 min treatment with 10% H<sub>2</sub>O<sub>2</sub> was performed before the Reynolds staining. For KMnO<sub>4</sub> staining, the samples were stained 45 min with 1% of fresh KMnO<sub>4</sub> as described in (Kolbeck et al., 2022). Data was collected on a Talos L120C microscope (ThermoFisher Scientific) operating at 120kV, using a Ceta detector. The Maps 3.17 software package (ThermoFisher Scientific) was used to acquire montage maps of sections. Typically grids were initially imaged at 84x for grid overview and subsequently one region was imaged at 5300x (pixel size 2.648 [nm]) for width quantification or 11000x (pixel size 1.3418 [nm]) for electron density

quantification and finally at 22000x (pixel size 0.65598 [nm]) for lamellae pictures. The exposure time used was 1s, the objective lens was at 85-86% and optic intensity at 0.46-0.53%.

### **Image treatment and analysis**

Images were analyzed using the software Fiji (13). Measurements of fluorescence intensity were done the following way. After removing the average background measured outside the seed, a maximal Z-projection was performed. Then, the oi1 cell layer was manually isolated on the picture by removing the other seed parts; the micropylar and chalazal regions were also removed and not taken into account in the quantification. A threshold was applied before measuring the fluorescence intensity so as to take into account only the signal of interest. For TEM images, stitching was used to obtain high-resolution large fields of view for illustrative images and was done using the Fiji MosaicJ plugin (14). For width measurement on TEM pictures, a Fiji macro was written. Briefly, two lines delimitating the outer or inner oi1 cell wall were manually drawn. Then, segments orthogonal to these lines and spaced every 50 nm were automatically placed between these two lines. The length of these segments was the read-out for the width measurements. Electron density was measured as described (15). Lines perpendicular to the cell wall measured were manually drawn using Fiji and the electron density measured along these lines was normalized with the oi2 columella background. The average of the measurement taken along the line was taken as one measure. Three different seeds with one or two cells per seeds were analyzed.

### **RNA extraction**

RNA was extracted from developing seed of three siliques at the indicated time point. If mentioned, the endosperm-integument was isolated manually by dissection. Total RNA was then isolated as previously described (16).

### **RT-qPCR**

Total RNAs were treated with RQ1 RNase-Free DNase (Promega, Switzerland) and reverse-transcribed using ImpromII reverse transcriptase (Promega) and random primer (Promega) according to the manufacturer's recommendations. Quantitative RT-PCR was performed using the ABI 7900HT fast real-time PCR system (Applied Biosystems, Switzerland) and Power SYBR Green PCR master mix (Applied Biosystems). Relative transcript levels were calculated using the comparative D<sub>Ct</sub> method

and normalized to the CDKC2 gene transcript levels. Primers used are listed in Supporting Information S2.

### **RNAseq**

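Besides the libraries of the genotype comparison, 3 WT libraries were sequenced at 11 DAP after 6 h of cold and 3 WT libraries at 13 DAP. Their deposited counts summed to between 48.5 M and 69.3 M after 6 h of cold (median 61.2 M) and to between 60.3 M and 72.6 M at 13 DAP (median 63.9 M). Genes of the ribosomal RNA units took 46.7% of the counts in replicate 1 at 13 DAP, against a median of 10.8% over the 18 libraries. In a fit of the 12 WT libraries over 26245 genes, edgeR called 841 genes lower and 735 genes higher after 48 h of cold than at 11 DAP, and 1449 genes lower and 1369 genes higher at 13 DAP than at 11 DAP. After 6 h of cold, 230 genes were called lower and 129 genes higher than at 11 DAP.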

Total RNA was isolated from 11 DAP or 13 DAP developing seeds. Each sample was collected from 4 siliques of 3-4 different plants and seeds were manually dissected to isolate endosperm-integuments tissues. Total RNA was extracted as for RT-qPCR. RNA concentrations were measured by Qubit Fluorometric quantification system (Thermo Fisher Scientific, Switzerland). The TruSeq mRNA stranded kit from Illumina was used for the library preparation with 100 ng of total RNA as input. Library molarity and quality were assessed with the Qubit and TapeStation (Agilent Technologies - DNA High sensitivity chip). Libraries were sequenced on a HiSeq 4000 Illumina sequencer for around 40 M of single reads 50. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE250191 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250191>) (17).

### *Gene expression profile*

The Galaxy platform (<https://usegalaxy.org/>) was used for bioinformatics analyzes. The following tools were used: Trim galor and Sickle, HISAT2 and StringTie to clean align and calculate the differential expressed genes, respectively. 

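StringTie gives an abundance for each assembled or annotated transcript, from which a count per gene is estimated by way of the read length. The deposited count of a gene is therefore an estimate and not a number of reads. In each of the 18 libraries, between 8 and 280 genes were listed at 0 while both other replicates of the group had at least 100 counts. The largest numbers were 280 in WT after 6 h of cold, replicate 1, and 103 in WT after 48 h of cold, replicate 3. Rows for assembled loci without a nuclear gene identifier held between 0.454% and 2.13% of the counts of a library and were left out.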

The cut-off used for the analysis was  $\log_2(FC) \geq \pm 1$  and a adj. p-value  $\leq 0.05$ . 

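With the adjusted p-value alone and no minimum on the fold change, the numbers of genes called higher in *myb107-2* became 102 at 11 DAP and 314 at 11 DAP+Cold. Under the same change, 124 genes were lower and 29 genes were higher at both temperatures.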

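A GO analysis compares the share of a gene list that carries an annotation term with the share among a background of genes, so that its outcome depends on both the list and the background. It was not repeated here, since no table of GO annotations was used, and the genes named in Fig. 2D were followed one by one in its place.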

The GO terms were generated using DAVID Bioinformatics Resources (<https://david.ncifcrf.gov/>).

### **Generation of transgenic plants**

For the *pMYB107::MYB107-eGFP* line, a DNA fragment, consisting of 3511 bp DNA upstream of *MYB109* ATG and 1687 bp of genomic *MYB107* sequences lacking the stop codon was inserted in frame with the eGFP sequence into the binary vector pBA002a (18). To generate the line *pMYB9::NLS-3xmVenus*, a 2108bp DNA fragment upstream of *MYB9* ATG was amplified by PCR with pMYB9\_fwd and pMYB9\_rev primers allowing gibbon assembly. Gibson assembly was performed between *pMYB9* PCR product and a modified destination plasmid pFR7m34GW (19) (containing PspOMI and AatII unique restriction sites upstream of *NLS-3XmVenus* previously cloned between the RB and LB region) after digestion. The resulting constructs were

transformed into *Arabidopsis* (20). Plants from T1 and T2 generation were used for confocal analysis.

Primers used in this study are listed in Supporting Information S2.

### **Polyester extraction and monomer measurements**

The protocol was adapted from a polyester root extraction protocol described previously (10). 25 mg of seeds were grinded using a pestle and mortar and extracted in isopropanol/0.01% butylated hydroxytoluene (BHT). The seed tissue was then delipidized the seed tissue for 7 days in chloroform-methanol (1:1 v:v) with 0.01% BHT (solvent was changed every 24h), under agitation before being dried for 3 days under vacuum. Depolymerization was performed by base catalysis (Li-Beisson et al., 2013). Briefly, dried seed samples were trans-esterified in 2 mL of reaction medium. 20 mL reaction medium was composed of 3 mL methyl acetate, 5 mL of 25% sodium methoxide in dry methanol and 12 mL dry methanol. The equivalents of 5 mg of methyl heptadecanoate and 10 mg of  $\omega$ -pentadeca-lactone/sample were added as internal standards. After incubation of the samples at 60°C for 2h 3.5 mL dichloromethane, 0.7 mL glacial acetic acid and 1 mL 0.9% NaCl (w/v) /100 mM Tris-HCl (pH 8.0) were added to each sample and subsequently vortexed for 20 s. After centrifugation (1500g for 2 min), the organic phase was collected, washed with 2 mL of 0.9% NaCl, and dried over sodium sulfate. The organic phase was then recovered and concentrated under a stream of nitrogen. The resulting suberin monomer fraction was derivatized with BSTFA/pyridine (1:1) at 70°C for 1 h and injected out of hexane on a HP-5MS column (J&W Scientific) in a gas chromatograph coupled to a mass spectrometer and a flame ionization detector (Agilent 6890N GC Network systems). The temperature cycle of the oven was the following: 2 min at 50°C, increment of 20°C/min to 160°C, of 2°C/min to 250°C and 10°C/min to 310°C, held for 15 min. 3 independent experiments were performed with 4 replicates for each genotype, respectively, and a representative dataset is presented. The amounts of unsubstituted C16 and C18 fatty acids were not evaluated because of their omnipresence in the plant and in the environment.

### **Monolignol chemical analysis**

Seed coat-enriched samples (SCES) were isolated from 100mg of dry seeds in quadruplicate as described (21). SCES were grinded in liquid N<sub>2</sub> followed by three washes in DMSO to remove starch. Next, SCES were transferred to glass vials and exhaustively extracted using first methanol followed by Chloroform. Analytical

thioacidolysis was performed following the standard procedure by Rolando et al., with slight adaptations according to Robinson and Mansfield and Qi et al. (22-24). Briefly, 20 mg of oven-dried, extractive-free CWR /samples\* were suspended in 0.2 mL of freshly prepared 10 % ethanethiol (EtSH) 2.5 % boron trifluoride diethyl etherate (BF<sub>3</sub>) in dioxane and incubated at 100°C for 4 h. Released lignin monomers were extracted with ethylacetate, derivatized with N,O-Bis(trimethylsilyl)acetamide (BSA), and then subjected to GC-MS analysis on a Agilent 8890 gas chromatograph with a 5977B mass-selective detector and DB-1 column (30 m, 0.32 mm, 0.1-μm film thickness). For better resolution of the complex chromatograms lignin monomers were quantified using selected ion chromatograms based on characteristic fragment ions for diagnostic, β-O-4-linked lignin units; i.e., m/z 239 for p-hydroxyphenyl (H), m/z 269 for guaiacyl (G), m/z 299 for syringyl (S), and m/z 327 for caffeoyl (C) lignin monomers (25).

### **Sodium hypochlorite-induced seed coat decolorization assay**

50-150 seeds were imbibed with a solution of 1.5-2.5% NaClO (bleach) and agitated at 1200 rpm and 22°C during a time ranging from 15 minutes to 3.5 hours, depending on the conditions analyzed (NaClO concentration and incubation time are indicated in the legends of Fig. 5A and S5D). Seeds were rinsed twice with water before being documented with a stereomicroscope (Leica) equipped with a CCD color camera. Quantification of the percentage of bleaching was done using the software Fiji. A color threshold was used to outline the seeds, and for each seed, another color threshold was used to outline the bleached region; after application of each threshold, a manual correction step was applied to correct errors in the automatic detection (in particular to eliminate reflections at the surface of the seed). For each seed, the total area of the seed and the area of the bleached region were measured; the percentage of bleaching was defined for each seed as the ratio of these two values, and statistics were calculated over the whole population.

### **Germination assays**

Seeds were surface-sterilized for 10 min in 70% ethanol and sown on agar plates (Warm seeds) or on imbibed paper (Cold seeds). The germination test was performed at 20-22°C under 80 μE/m<sup>2</sup>/s, 16h white light: 8h dark, 70% relative humidity. They were independently repeated at least 3 times with 3 technical replicates of 80-100 seeds each. Germination event was recorded as radicle protrusion.

For the suboptimal germination test of Warm seeds, a FR/R pulse treatment was applied after 2h of seed imbibition. Seeds were irradiated with a FR pulse ( $3.69 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 5 min and subsequently irradiated with a red (R) pulse ( $14.92 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 5 min (Kim et al. 2019). Seeds were then maintained in the dark for 4 days before germination analysis.

### Statistics and graphs

Statistics were done on R. The data homoscedasticity was tested using the Fligner test. If the test was accepted ( $p\text{-value} > 0.05$ ), the ANOVA (parametric) test was used to test if the data were significantly different. In contrary, if the homoscedasticity was rejected ( $p\text{-value} < 0.05$ ), the Kruskal-Wallis (non-parametric) or the Kolmogorov-Smirnov (non-parametric) test with Bonferroni correction was used to test if the data were significantly different. The different letters in the graph indicate significant differences between growth conditions ( $13^{\circ}\text{C}$  vs  $22^{\circ}\text{C}$ ) or genotypes ( $p < 0.05$ ). All graphs were done using ggplot2 on R except for the germination tests, bleach permeability assay and biochemical composition where Microsoft Excel was used.

### References

1. M. Gou *et al.*, The MYB107 Transcription Factor Positively Regulates Suberin Biosynthesis. *Plant Physiol* **173**, 1045-1058 (2017).
2. J. Lashbrooke *et al.*, MYB107 and MYB9 Homologs Regulate Suberin Deposition in Angiosperms. *Plant Cell* **28**, 2097-2116 (2016).
3. F. Beisson, Y. Li, G. Bonaventure, M. Pollard, J. B. Ohlrogge, The acyltransferase GPAT5 is required for the synthesis of suberin in seed coat and root of Arabidopsis. *Plant Cell* **19**, 351-368 (2007).
4. Y. Li *et al.*, Identification of acyltransferases required for cutin biosynthesis and production of cutin with suberin-like monomers. *Proc Natl Acad Sci U S A* **104**, 18339-18344 (2007).
5. W. Yang *et al.*, A land-plant-specific glycerol-3-phosphate acyltransferase family in Arabidopsis: substrate specificity, sn-2 preference, and evolution. *Plant Physiol* **160**, 638-652 (2012).
6. S. Naseer *et al.*, Casparian strip diffusion barrier in Arabidopsis is made of a lignin polymer without suberin. *Proc Natl Acad Sci U S A* **109**, 10101-10106 (2012).
7. N. Rojas-Murcia *et al.*, High-order mutants reveal an essential requirement for peroxidases but not laccases in Casparian strip lignification. *Proc Natl Acad Sci U S A* **117**, 29166-29177 (2020).
8. A. L. Schilmiller *et al.*, Mutations in the cinnamate 4-hydroxylase gene impact metabolism, growth and development in Arabidopsis. *Plant J* **60**, 771-782 (2009).

9. T. G. Andersen *et al.*, Tissue-Autonomous Phenylpropanoid Production Is Essential for Establishment of Root Barriers. *Curr Biol* **31**, 965-977 e965 (2021).
10. M. Barberon *et al.*, Adaptation of Root Function by Nutrient-Induced Plasticity of Endodermal Differentiation. *Cell* **164**, 447-459 (2016).
11. J. De Giorgi *et al.*, The Arabidopsis mature endosperm promotes seedling cuticle formation via release of sulfated peptides. *Developmental cell* **56**, 3066-3081 e3065 (2021).
12. L. Demonsais, A. Utz-Pugin, S. Loubery, L. Lopez-Molina, Identification of tannic cell walls at the outer surface of the endosperm upon Arabidopsis seed coat rupture. *Plant J* 10.1111/tpj.14994 (2020).
13. J. Schindelin *et al.*, Fiji: an open-source platform for biological-image analysis. *Nature methods* **9**, 676-682 (2012).
14. P. Thevenaz, M. Unser, User-friendly semiautomated assembly of accurate image mosaics in microscopy. *Microsc Res Tech* **70**, 135-146 (2007).
15. J. De Giorgi *et al.*, An Endosperm-Associated Cuticle Is Required for Arabidopsis Seed Viability, Dormancy and Early Control of Germination. *PLoS genetics* **11**, e1005708 (2015).
16. U. Piskurewicz, L. Lopez-Molina, Isolation of genetic material from Arabidopsis seeds. *Methods Mol Biol* **773**, 151-164 (2011).
17. R. Edgar, M. Domrachev, A. E. Lash, Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic acids research* **30**, 207-210 (2002).
18. B. Kost, P. Spielhofer, N. H. Chua, A GFP-mouse talin fusion protein labels plant actin filaments in vivo and visualizes the actin cytoskeleton in growing pollen tubes. *Plant J* **16**, 393-401 (1998).
19. L. Kalmbach *et al.*, Putative pectate lyase PLL12 and callose deposition through polar CALS7 are necessary for long-distance phloem transport in Arabidopsis. *Curr Biol* **33**, 926-939 e929 (2023).
20. S. J. Clough, A. F. Bent, Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana. *Plant J* **16**, 735-743 (1998).
21. M. Iwasaki, L. Lopez-Molina, Arabidopsis thaliana Mature Endosperm Dissection and Isolation of Genomic DNA from Mature Seed Tissues. *Methods Mol Biol* **2250**, 239-243 (2021).
22. Q. Qi *et al.*, Rapid, simplified microscale quantitative analysis of lignin H/G/S composition with GC-MS in glass ampules and glass capillaries. *MethodsX* **6**, 2592-2600 (2019).
23. A. R. Robinson, S. D. Mansfield, Rapid analysis of poplar lignin monomer composition by a streamlined thioacidolysis procedure and near-infrared reflectance-based prediction modeling. *Plant J* **58**, 706-714 (2009).
24. C. M. Rolando, B.; Lapierre, C., "Thioacidolysis" in *Methods in Lignin Chemistry*, S. Y. D. Lin, C.W., Ed. (Springer Berlin Heidelberg, Berlin, Heidelberg, 1992), pp. 334-349.
25. F. Yue, F. Lu, R. C. Sun, J. Ralph, Syntheses of lignin-derived thioacidolysis monomers and their uses as quantitation standards. *Journal of agricultural and food chemistry* **60**, 922-928 (2012).

# Supplementary Figure 1

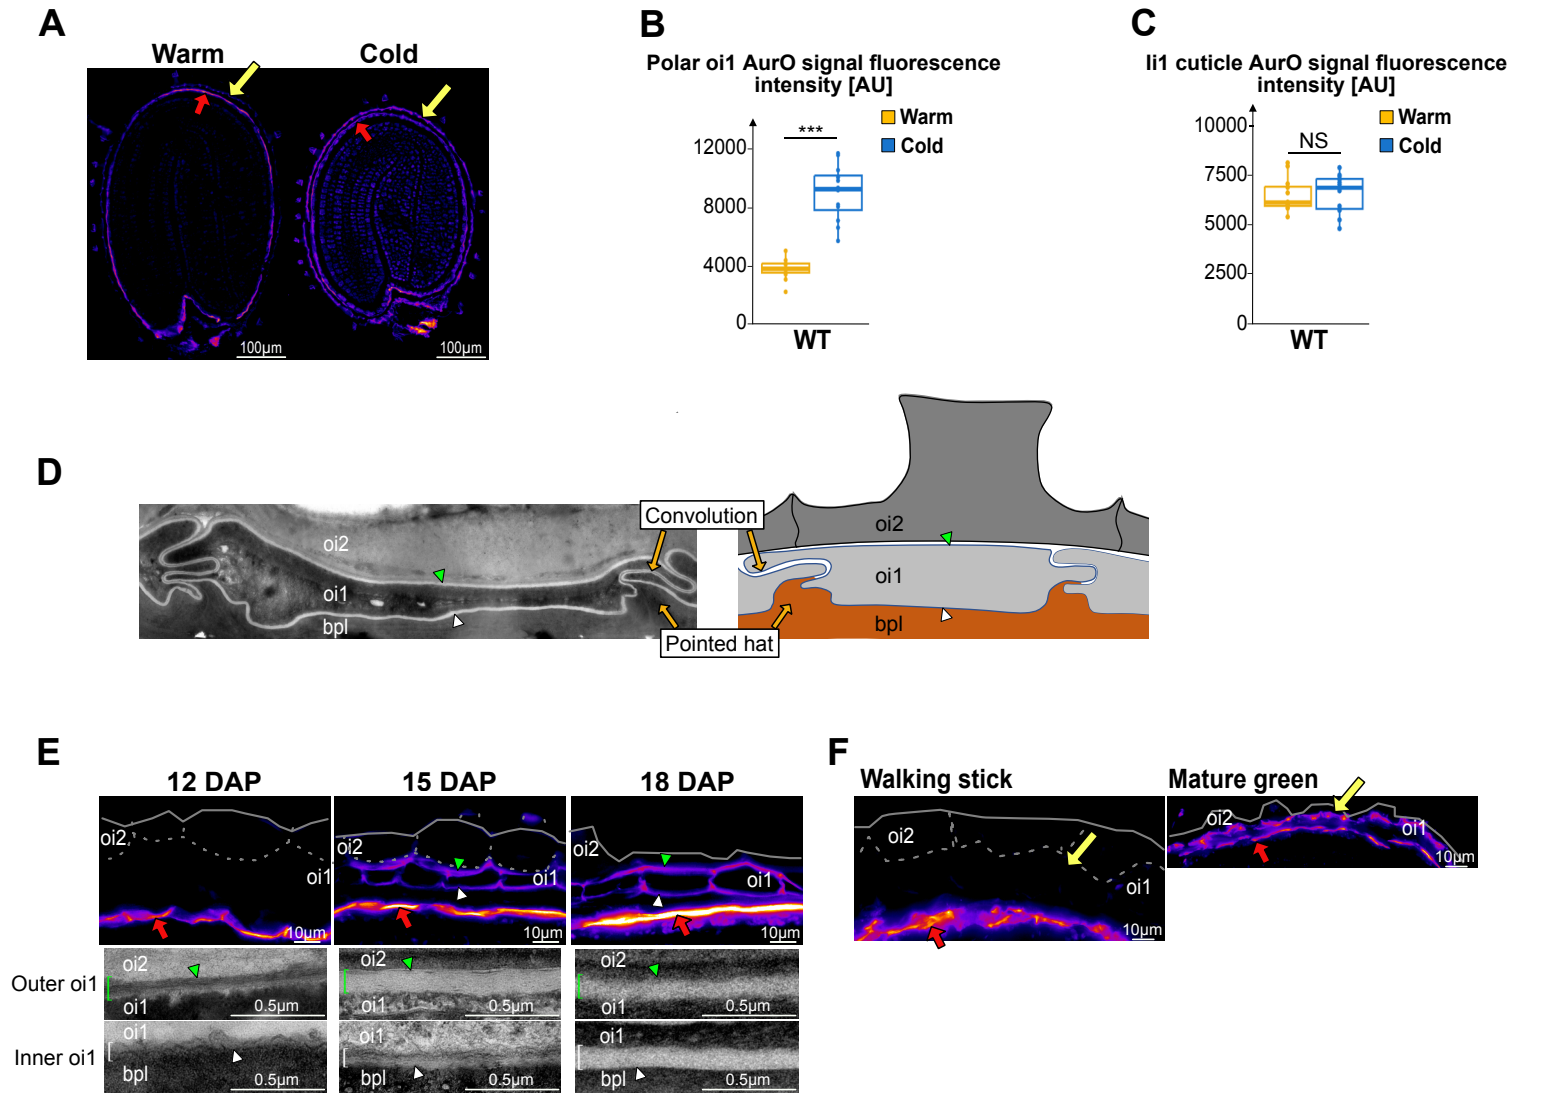

**Supp. Figure 1: Identification of a polar oi1 barrier reinforced by cold during seed development**

**A.** AurO staining of WT Warm and Cold seed sections. Yellow and red arrows indicate the AurO polar oi1 signal and the ii1 cuticle, respectively.

**B.** Box plots of the polar oi1 AurO signal fluorescence intensity in arbitrary units [AU]. Statistical differences assessed by Wilcoxon test ( $***p < 0.001$ ,  $n=12$  seeds per condition).

**C.** Box plots of the ii1 cuticle AurO signal fluorescence intensity. Statistical differences assessed by ANOVA (NS: not significant  $p > 0.05$ ,  $n=12$  seeds per condition).

**D.** Schematic describing the prototypical convolution and "pointed hat" structure formed by the oi1 linear electro-lucent signal. TEM picture is taken from Fig.1B.

**E.** AurO staining and TEM micrographs showing the AurO fluorescent oi1 signal and the linear signal surrounding oi1 cells in sections of developing Warm seed at 12, 15 and 18 days after pollination (DAP), as indicated. Green arrowhead, outer oi1 barrier; white arrowhead, inner oi1 barrier, red arrow indicates ii1 cuticle, green and white brackets indicate outer and inner oi1 TEM linear signal, respectively.

**F.** AurO staining showing the AurO fluorescent oi1 signal in sections of developing Cold seeds ( $13^{\circ}\text{C}$ ) in the walking stick and mature green stages, as indicated. Yellow arrow indicates the AurO signal from the oi1 barrier, red arrow indicates ii1 cuticle.

## Supplementary Figure 2

**A**

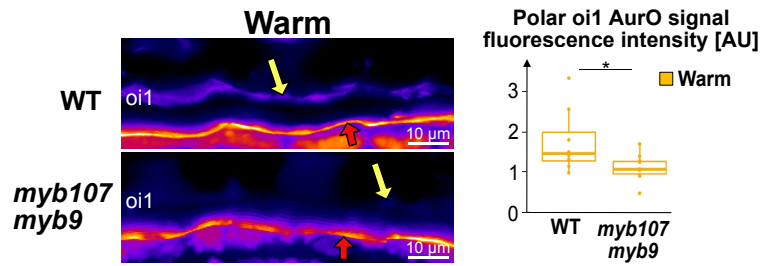

**B**

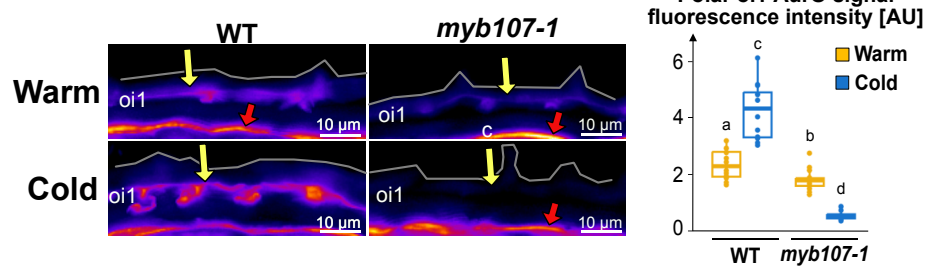

**C**

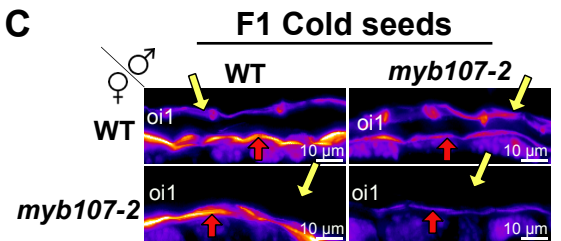

**D**

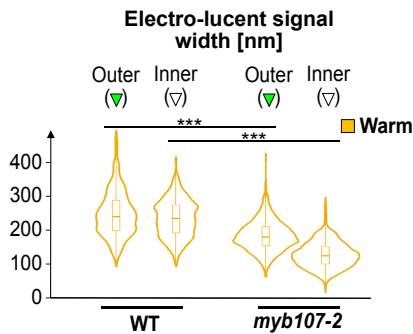

**E**

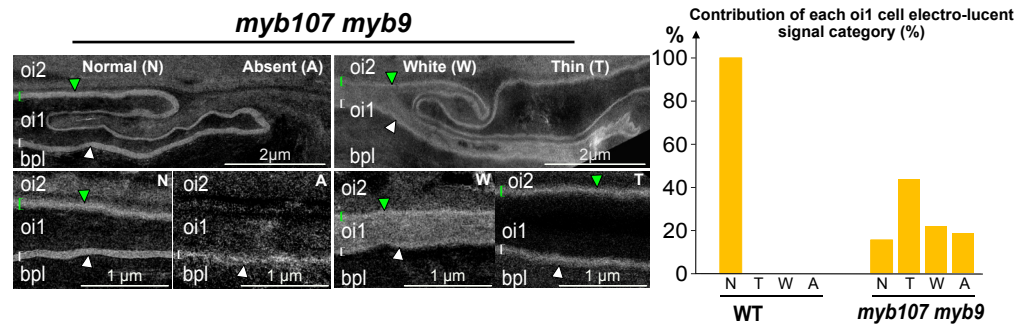

**F**

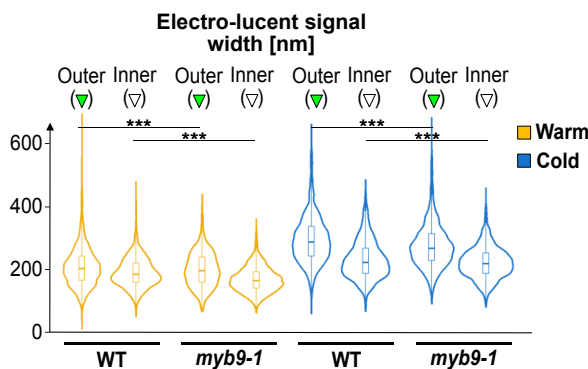

**Supplementary figure 2: MYB107 is essential for polar oi1 barrier formation in seeds developing under cold temperatures**

**A.** Left: AurO staining of WT and *myb107-2 myb9-1* (*myb107 myb9*) mature Warm seed sections. Right: Box plots of the polar oi1 AurO signal fluorescence intensity in arbitrary units [AU]. Statistical differences assessed by ANOVA test (\* $p < 0.05$ ,  $n = 12$  seeds per condition). Yellow and red arrows indicate the AurO signal corresponding to the polar oi1 barrier and the ii1 cuticle, respectively.

**B.** Left: AurO staining of WT and *myb107-1* mature Warm seed sections, as indicated. Right: Box plots of the polar oi1 AurO signal fluorescence intensity in arbitrary units [AU]. Statistical differences assessed by Kruskal-Wallis or ANOVA test ( $p < 0.05$ ,  $n = 12$  seeds per condition). Yellow and red arrows indicate the AurO signal corresponding to the polar oi1 barrier and the ii1 cuticle, respectively.

**C.** AurO staining of F1 Cold seeds arising from crosses between WT and *myb107-2* plants, as indicated. Yellow and red arrows indicate the AurO signal corresponding to the polar oi1 barrier and the ii1 cuticle, respectively.

**D.** Violin plots of the outer and inner electro-lucent signal width in WT and *myb107-2* Warm seeds shown in Fig. 2B.  $n = 6$  cells (3 seeds, 2 cells per seed), statistical analysis as assessed by Kruskal-Wallis test (\*\*\* $p < 0.001$ ).

**E.** Left. TEM micrographs of *myb107-2 myb9-1* (*myb107 myb9*) Warm seeds showing the different categories of oi1 electron-lucent linear signal: Normal (N), Absent (A), White (W) and Thin (T). Right. Histograms show the percentage contribution of each oi1 cell electron-lucent signal category. For each genotype, 64 oi1 cells distributed over 3 seeds were assessed.

**F.** Violin plots of the outer and inner electro-lucent signal width in WT and *myb9-1* Warm and Cold seeds shown in Fig. 2B.  $n = 6$  cells (3 seeds, 2 cells per seed), statistical analysis as assessed by Kruskal-Wallis test (\*\*\* $p < 0.001$ ).

# Supplementary Figure 3

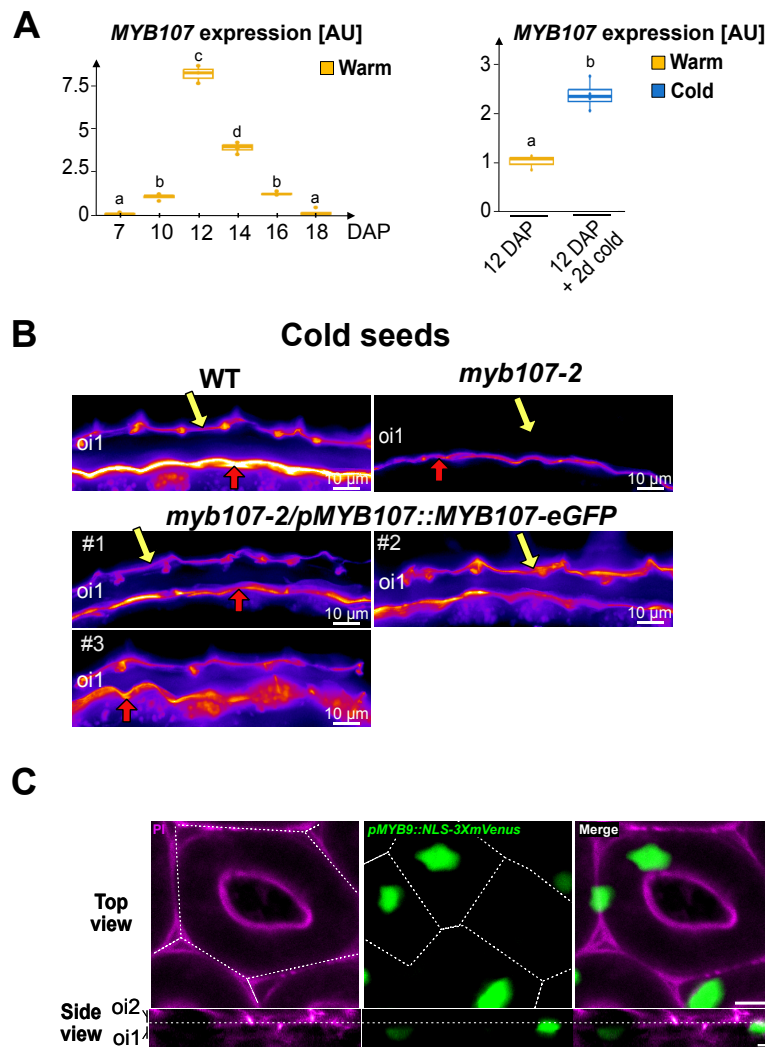

**Supp. Figure 3: MYB107 is essential for polar oi1 barrier formation in seeds developing under cold temperatures**

**A.** Left: Box plots show the relative *MYB107* mRNA accumulation WT Warm seed development at different days after pollination (DAP), as indicated. Right: Relative *MYB107* mRNA accumulation in WT Warm seeds at 12 DAP and after a two days upon transfer to cold. Expression levels were normalized to those of CDK2. n=3-4 technical replicates. Statistically significant differences between the different conditions are indicated by different letters as assessed by a Kruskal-Wallis or ANOVA test ( $p < 0.05$ ).

**B.** AurO staining of WT, *myb107-2* and *myb107-2/pMYB107::MYB107-eGFP* Cold seed sections, as indicated. Yellow and red arrows indicate the AurO signal corresponding to the polar oi1 barrier and the ii1 cuticle, respectively. Three independent complementation lines are shown (#1, #2 and #3).

**C.** Confocal images showing propidium iodide (PI) and GFP fluorescence in the seed mature green stage of WT/*pMYB9::NLS-3XmVenus* transgenic plants. Bar, 10  $\mu$ m.

# Supplementary Figure 4

**A**

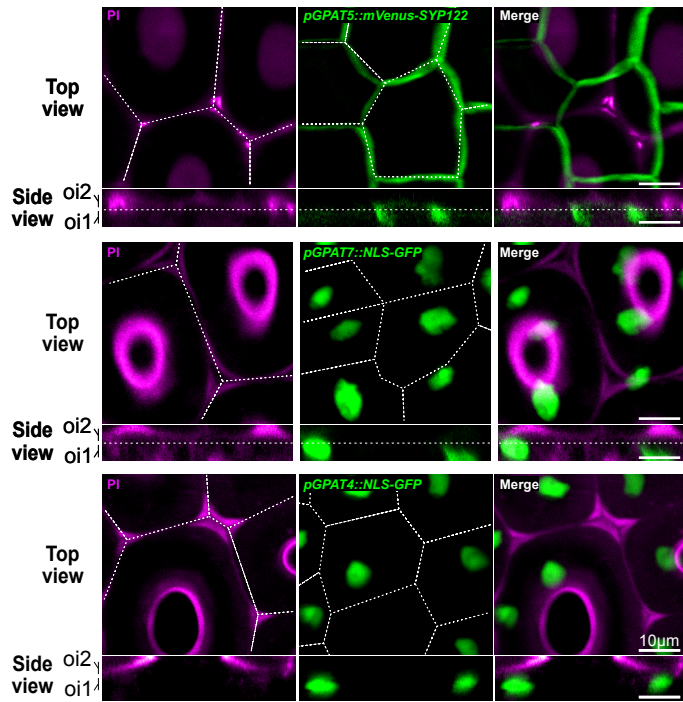

**B**

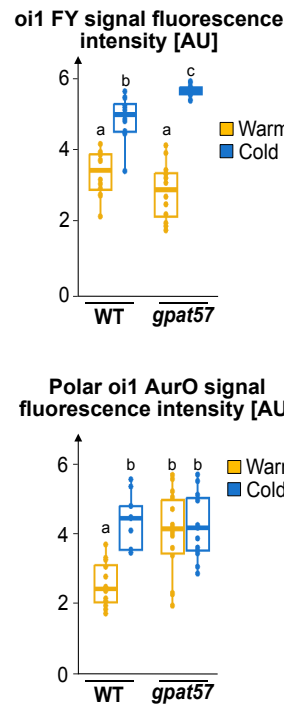

**C**

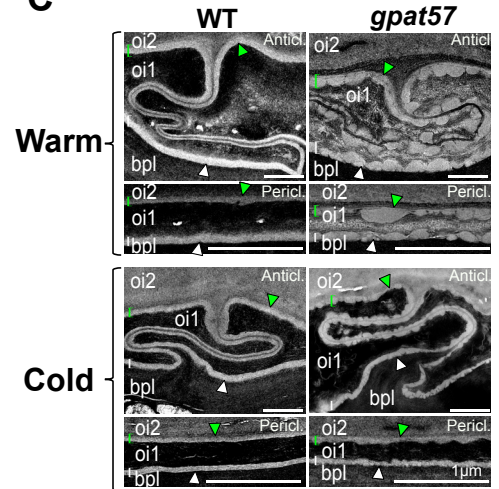

**D**

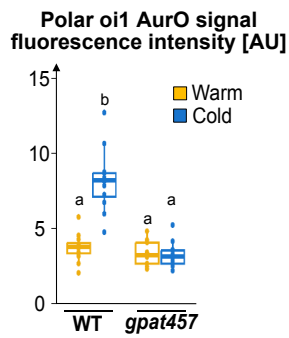

**E**

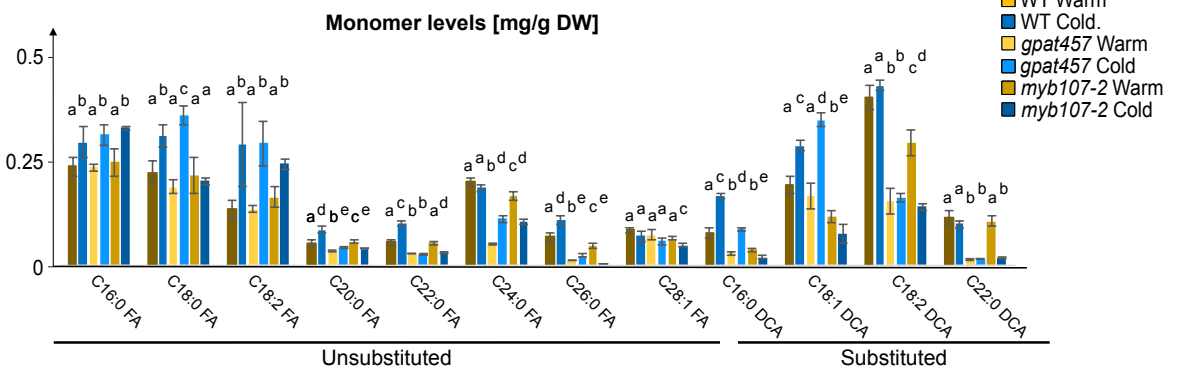

**F**

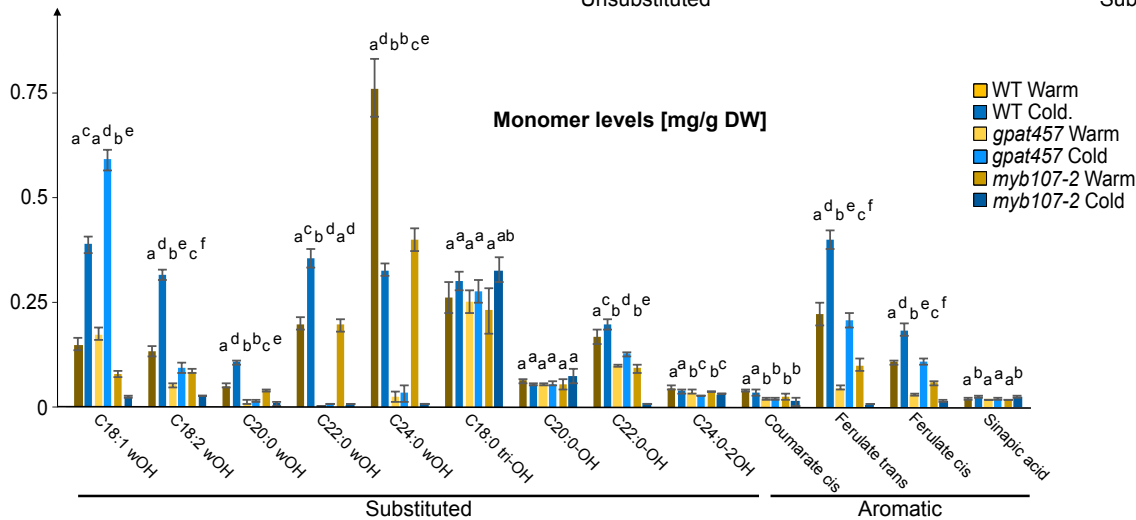

## Supplementary Figure 4: Suberisation does not readily account for oi1 cell polarity

**A.** Confocal images showing propidium iodide (PI) and GFP or Venus fluorescence in the seed mature green stage of *pGPAT5::mVenus-SYP12*, *pGPAT7::NLS-GFP* and *pGPAT4::NLS-GFP* transgenic plants, as indicated. Bar, 10  $\mu$ m.

**B.** Top: Box plots of the oi1 FY signal fluorescence intensity in Fig. 3B. Statistically significant differences between the different conditions are indicated by different letters as assessed by a Kruskal-Wallis or ANOVA test ( $p < 0.05$ ,  $n=12-13$  seeds per condition). Bottom: Box plots of the polar oi1 AurO signal fluorescence intensity in Fig. 3B. Statistically significant differences between the different conditions are indicated by different letters as assessed by an ANOVA test ( $p < 0.05$ ,  $n=12-14$  seeds per condition).

**C.** TEM micrographs showing the linear electron-lucent anticlinal (Anticl.) and periclinal (Pericl.) signal surrounding oi1 cells in WT and *gpat57* Warm (W) and Cold seeds, as indicated. Green and white brackets/arrowheads indicate the outer and inner oi1 electro-lucent signal, respectively.

**D.** Box plots of the polar oi1 AurO signal fluorescence intensity in WT and *gpat457* Warm and Cold seeds, as indicated. Statistically significant differences between the different conditions are indicated by different letters as assessed by an ANOVA test ( $p < 0.05$ ,  $n=11-12$  seeds per condition).

**E and F:** Polyester monomer levels in WT, *gpat457* and *myb107-2* mature Warm and Cold seeds, as indicated. Values represent means  $\pm$  SD,  $n = 4$ . For each monomer, different lowercase letters indicate significant differences, as determined by Kruskal-Wallis or one-way ANOVA test,  $p < 0.05$

Supplementary Figure 5

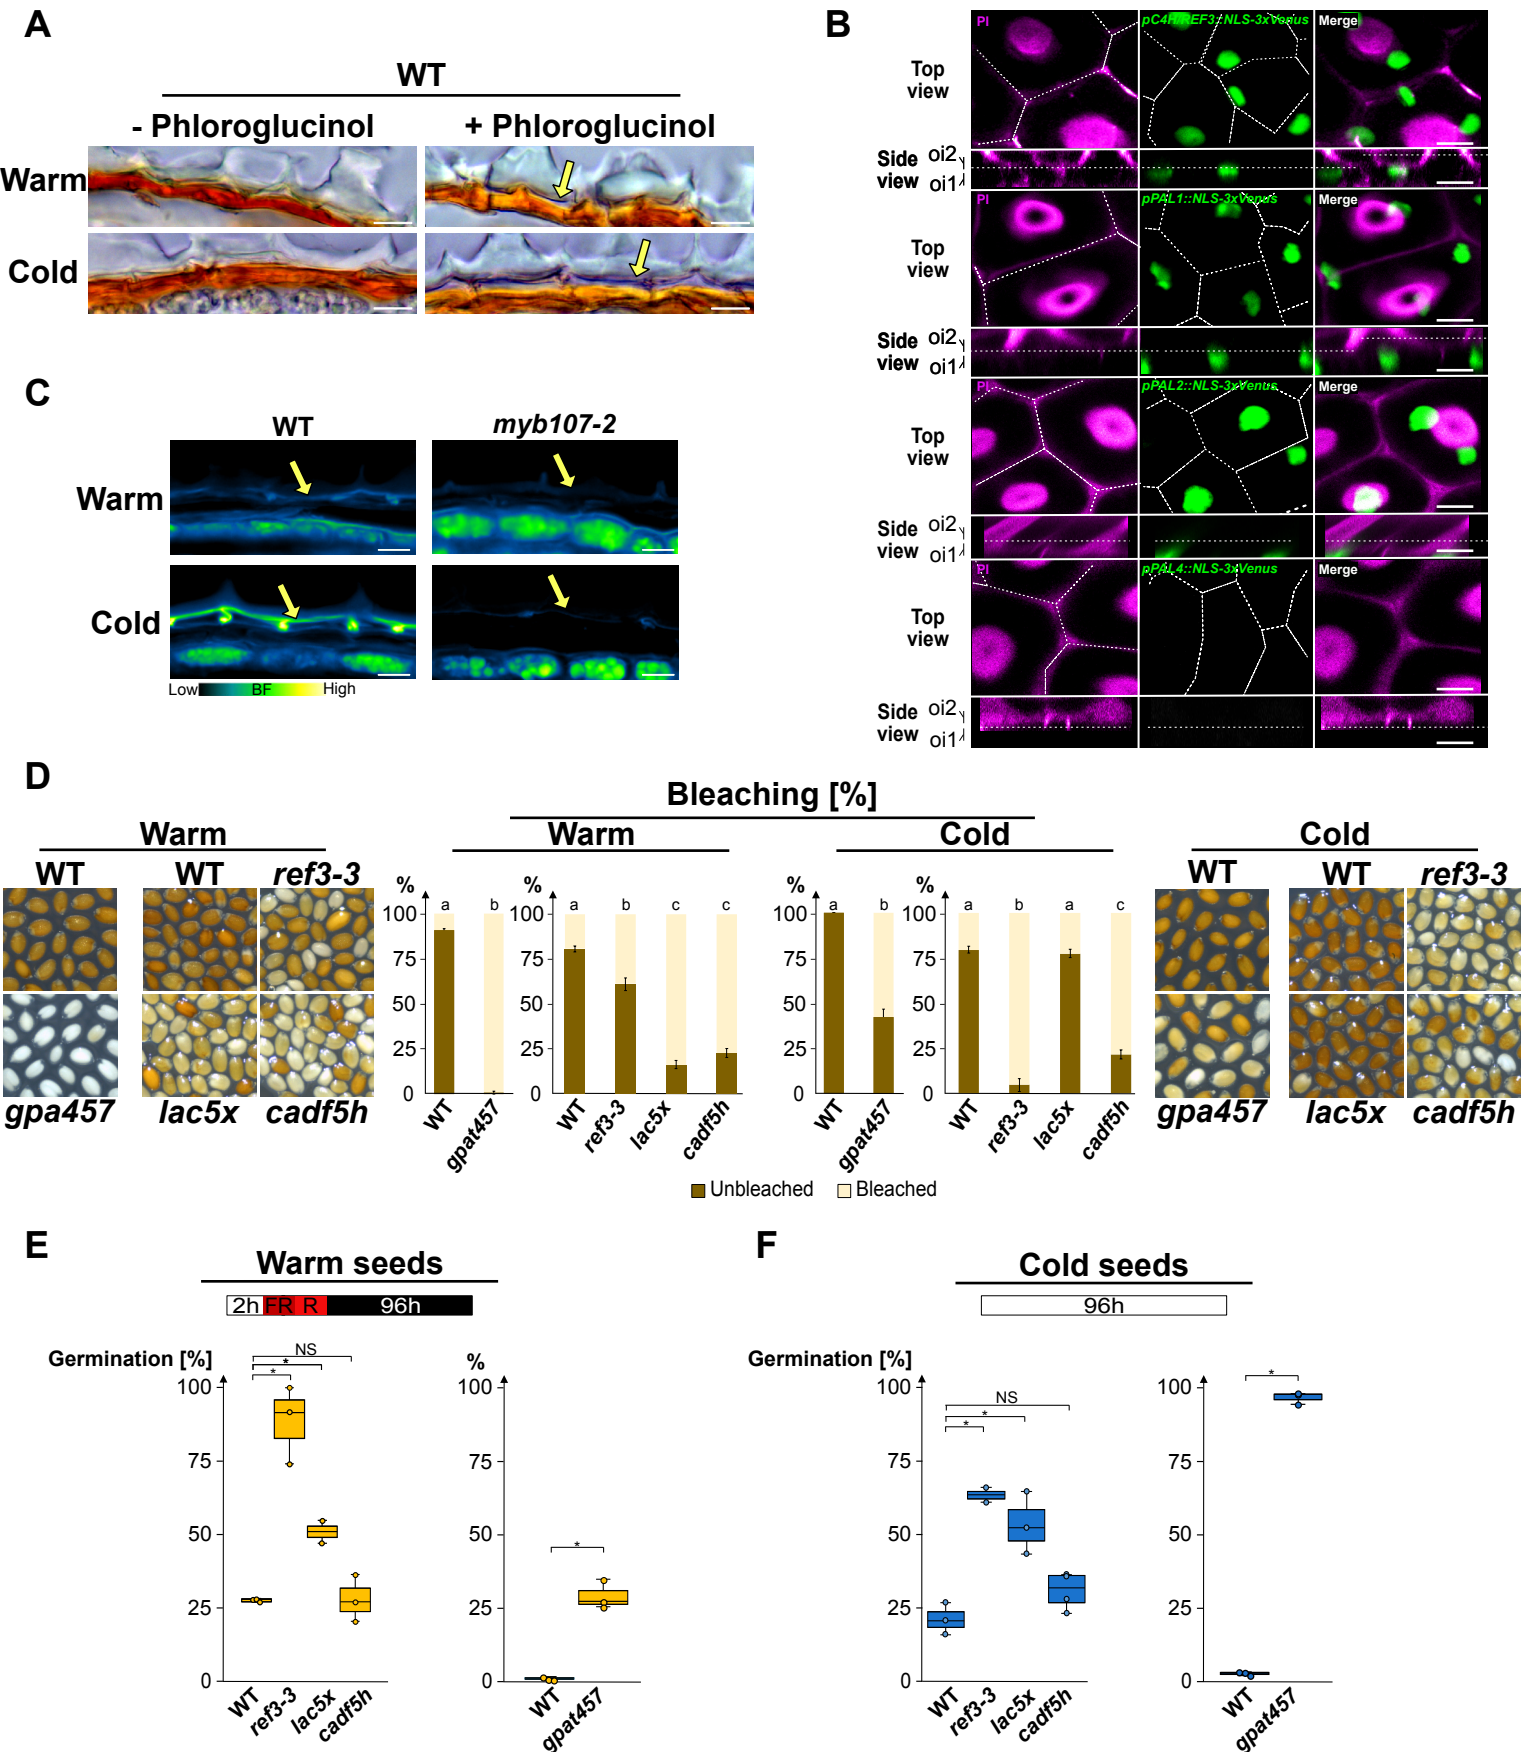

**Supplementary Figure 5: Cold promotes the polar deposition of lignin or lignin-like polymers in oi1 cells**

**A.** Phloroglucinol staining of histological sections of WT mature Warm and Cold seeds. Yellow arrow indicates a purple signal between the oi1 and oi2 cells that is more visible in Cold seeds. Bar, 10µm.

**B.** Confocal images showing propidium iodide (PI) and Venus fluorescence in the seed mature green stage of *pC4H:REF3::NLS-3xVenus*, *pPAL1::NLS-3xVenus*, *pPAL2::NLS-3xVenus* and *pPAL4::NLS-3xVenus* transgenic plants, as indicated. Bar, 10 µm.

**C.** Basic Fuchsin (BF) staining of WT and *myb107-2* mature Warm and Cold seed sections. Yellow arrow indicates the BF signal corresponding to the polar oi1 barrier. Bar, 10µm.

**D.** Same experiment and statistical analysis as in Fig. 5A except that *gpat457* seeds were incubated for 2h in 1.5% sodium hypochlorite and *ref3-3*, *lac5x* and *cadf5h* Warm and Cold seeds were incubated for 2h and 3.5h in 2.5% sodium hypochlorite.

**E.** Box plots showing germination percentages of freshly harvested Warm mature seeds of various genotypes, as indicated. Statistics as in Fig. 5A.

**F.** Same as E using WT and *ref3-3*, *lac5x* and *cadf5h* seed one week after harvest and WT and *gpat457* seeds 36 days after harvest. Statistics as in Fig. 5A.

How the deposited data were processed for this re-analysis (not part of the article)

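RNA was sequenced from dissected seed coats and endosperms of WT and *myb107-2* seeds at 11 DAP and 48 h after transfer to cold at 11 DAP (11 DAP+Cold), and of WT seeds 6 h after transfer to cold and at 13 DAP, with 3 libraries in each of the 6 groups. The paper gives 10 °C for the cold treatment and the sample labels give 13 °C. The authors cleaned the reads, aligned them with HISAT2 and ran StringTie, and the deposited values are estimated counts per gene, whole numbers without normalization. The versions of these tools, the genome build and the annotation are not named in the paper's text or the labels. Gene positions were taken from TAIR10.1, which holds all 37883 nuclear gene identifiers of the files.

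Each file lists 37985 rows with 37972 different identifiers. In 5 files, 22 nuclear genes hold a date in place of a count, and these genes were left out, which leaves 37861 genes, 26954 of them with a count in the 18 libraries. Rows without a nuclear gene identifier held a median of 0.852% of the counts of a library and stayed out of library sizes and tests. Totals ranged from 43.1 M to 84.0 M over the 18 libraries, with a median of 65.4 M. A count of 3, taken as the limit of detection, corresponded to between 0.0315 and 0.101 CPM. Genes of the ribosomal RNA units held between 5.96% and 46.7% of the counts and were kept.

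Counts were scaled with TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 for the set tests. The 12 libraries of WT and *myb107-2* at 11 DAP and 11 DAP+Cold were fitted together, over the 26068 genes with a count, and the 12 WT libraries in a second fit over 26245 genes. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, and for the difference between the temperatures at the adjusted p alone. Standard errors are the size of the log2 fold change divided by the square root of F. The alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, edgeR's filterByExpr, a minimum of 10 counts in every library, the legacy and the robust methods of edgeR, other sets of libraries in the fit, a replicate block, no fold change minimum, and leaving out each library in turn. These alternatives and the tests of the comparisons themselves were set before the data were examined, and tests of explanations in part only afterwards. The libraries and groups of the main genotype fit, and its lack of a low-count filter, were chosen with the test values of Dataset S1 in view. One alternative, without genes listed at 0 in 1 replicate, was added after seeing the data, and 5 combined settings were run afterwards to compare with Dataset S1.

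The genes named are those that the paper names with an identifier, the 3 called genes with the smallest p for each genotype comparison and direction among genes whose libraries do not overlap, and the 3 with the smallest p for the difference between the temperatures. Lists were the 12 fatty acid and 15 phenylpropanoid genes of Fig. 2D and 16 biosynthesis and laccase genes of the paper's mutants and reporters, without *MYB107* and *MYB9*. GO annotations were not used.

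Whether replicate numbers pair the libraries was checked from the deviations from the group means. The correlations between WT and *myb107-2* were -0.23, -0.05 and 0.01 at 11 DAP and -0.06, 0.06 and -0.11 at 11 DAP+Cold, so no shared deviation by replicate number was visible. This cannot show whether replicates of the same number were collected together. Between WT at 11 DAP and at 13 DAP the correlations were 0.27, 0.12 and 0.21, over the limit set for pairing. The main fit of the WT libraries still had no replicate block, which was run as an alternative.

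The fit was tested on simulated data with 200 changed genes. It called 191 genes, of which 174 were changed genes in the right direction and 17 were false calls, a larger share than the 5% aimed at. DESeq2 called 232 genes with 45 false calls, edgeR's legacy method 176 with 3, the fit with a replicate block 182 with 11, and the minimum of 10 counts 180 with 2. With no changed gene, the fit made 0 calls and DESeq2 made 16.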

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

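Of the tests in this part, those of the age of the seeds, of estimates of 0 in a whole group and of the shared control libraries were chosen or finished only after the result was seen.

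The effect of *myb107-2* differed between 11 DAP+Cold and 11 DAP for 73 genes in a test of the difference itself, more positive at 11 DAP+Cold for 53 and more negative for 20. Of 100 splits of the libraries drawn from the 200 possible, 2 gave as many such genes, the real one included, and the other reached 134 genes. These splits relabel the genotypes within each temperature, so they also break the effect of *myb107-2* itself. They are thus no test of the difference alone and decide little about the 73 genes. With 1 library left out, the number ranged from 26 genes, without *myb107-2* 11 DAP+Cold replicate 1, to 108 genes, without WT 11 DAP+Cold replicate 3. The largest differences by p-value were those of *ATPMEPCRD* (4.59 on the log2 scale, standard error 0.31, adjusted p = 4.9e-06, edgeR), AT2G25890 (12.85, standard error 1.01, adjusted p = 9e-05, edgeR) and AT1G75280 (2.84, standard error 0.29, adjusted p = 0.00048, edgeR), and *ASFT* differed by 4.19. *ATPMEPCRD* reached 525 ± 19.6 CPM in WT and 1310 ± 159 CPM in *myb107-2* at 11 DAP, and 7.75 ± 3.48 CPM and 483 ± 68.8 CPM at 11 DAP+Cold (SD, n = 3 libraries). AT2G25890 was at 0 counts in *myb107-2* at 11 DAP, so that its fitted difference is no measure of size, and it overlaps a gene on the other strand. If these estimates of 0 hold, it was at least 173-fold lower there than in WT.

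Estimates of 0 in a whole group as the cause of these differences are argued against, since 1 of the 73 genes was at 0 in all 3 libraries of a group while another group had a library with at least 100 counts. Of the 53 genes more positive at 11 DAP+Cold, 28 also rise in WT from 11 to 13 DAP, which is 52.8% against 5.27% of tested genes (Fisher's exact test, 2-sided, p = 3.1e-22). A later stage of the *myb107-2* seeds at 11 DAP+Cold may contribute to the differences in part of these 53 genes, of which 6 fall. The 20 genes more negative at 11 DAP+Cold leave it open, as 6 of them (30%) rise and 7 (35%) fall. Both shares also exceed those of tested genes (5.27% and 5.71%), so an excess over tested genes is not specific to a later stage. The Fisher test therefore decides little, and what bears on a later stage is the direction, 28 rising against 6 falling among the 53. *ATPMEPCRD*, more positive at 11 DAP+Cold, falls in WT from 11 to 13 DAP (log2 fold change -7.15), where a later stage would lower it. AT2G25890 falls too, but to 0 counts in all 3 WT libraries at 13 DAP, so its fall rests on estimates of 0. AT1G75280 (2.68) and *ASFT* (2.06) rise in WT from 11 to 13 DAP. The comparison of 13 DAP with 11 DAP shares the WT 11 DAP libraries, and genes are not independent replicates. A direct effect of MYB107 that depends on temperature stays open and was not tested apart from age.

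The paper does not report on the change of WT with cold or age in these libraries. Against 11 DAP, 1576 genes changed after 48 h of cold, 359 genes after 6 h of cold and 2818 genes at 13 DAP, and 2080 genes differed between 48 h of cold and 13 DAP. In each of these comparisons, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and 10 splits cannot give a smaller share. Other splits gave at most 1 gene. After 6 h of cold, the number fell to 183 without WT 11 DAP replicate 2, to 171 without WT 11 DAP replicate 3 and to 178 without replicate 2 after 6 h. Without replicate 1 after 6 h, 390 genes were called, 267 of them among the 359, which argues against failed estimates in that library as the whole cause. Of the called genes, 1 was at 0 in that library with at least 100 counts in both others. That count decides little, since such a spread between replicates itself makes a call unlikely.

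After 48 h of cold and at 13 DAP, 907 genes changed in the same direction against 11 DAP, while 19 were higher after cold and lower at 13 DAP and 13 the reverse. With 13 DAP compared with 6 h of cold instead, so that the comparisons share no library, 709 genes still changed in the same direction and 113 in opposite directions, which argues against shared control libraries as the whole cause of these calls. The correlation of the log2 fold changes across all genes is different. It was 0.49 (Spearman), 20 simulations of unchanged groups with shared 11 DAP libraries reached 0.48, and without a shared library it was 0.07, so that sharing the control libraries could account for most of it. The 13 DAP seeds stayed at 22 °C, so the shared genes change in the same direction without cold. Age may account for their change, as 48 h of cold also adds 2 days, and an added effect of cold on them was not tested. The comparison of 48 h of cold with 13 DAP, in which 2080 genes differed, is between seeds of the same age in days at different temperatures. Their stage may differ, since the paper states that cold slows seed development. Placed along the change in WT from 11 to 13 DAP, the libraries after 48 h of cold lay at 0.4, 0.4 and 0.59. The 13 DAP libraries lay at 1.08, 0.92 and 1, around a mean that the scale fixes at 1. Temperature and stage are therefore not told apart for the 2080 genes.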

How the results depend on the processing

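Of the settings in this part, the one without genes listed at 0 in 1 replicate was chosen only after the results were seen.

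Without a fold change minimum, 323 genes were lower and 102 higher at 11 DAP, 496 lower and 314 higher at 11 DAP+Cold, and 124 lower and 29 higher at both, since fewer conditions are set. DESeq2 called 83 genes higher at 11 DAP, 378 genes whose effect differs between the temperatures, of which 72 were among the 73, 4 of the 16 biosynthesis and laccase genes lower at 11 DAP and 617 genes changed in WT after 6 h of cold. The legacy method called 119 genes higher at 11 DAP+Cold. The cause was not tested, but in simulated data DESeq2 made more false calls and the legacy method fewer. All other counts of calls under the alternatives that kept all libraries were within 1.5 times, and no result reversed. For the WT comparisons these alternatives were DESeq2, filterByExpr, all 18 libraries and a replicate block. The fold change minimum was not among them, and without it the WT counts also rise by more than 1.5 times, to 416 genes lower and 315 higher after 6 h of cold, 1454 and 1315 after 48 h of cold, 1710 and 1772 between 48 h of cold and 13 DAP, and 2382 and 2100 at 13 DAP. The share of lower among called genes was 79.9% at 11 DAP and 61.8% at 11 DAP+Cold, and from 75.9% to 80.3% and from 60.5% to 68.8% in the other settings with all libraries.

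Across the 12 fits that each left out 1 library, genes lower at 11 DAP ranged from 92 to 228, higher at 11 DAP from 22 to 66, lower at 11 DAP+Cold from 212 to 364, higher at 11 DAP+Cold from 109 to 249, lower at both from 56 to 98, higher at both from 13 to 21, and genes whose effect differs from 26 to 108. The lowest value at 11 DAP came without *myb107-2* replicate 3 for lower genes and without *myb107-2* replicate 2 for higher genes, the lowest number of higher genes at 11 DAP+Cold without WT replicate 2 and the lowest number of differing effects without *myb107-2* 11 DAP+Cold replicate 1. Of the Fig. 2D genes, the fatty acid genes called lower ranged from 1 to 4 at 11 DAP and from 7 to 12 at 11 DAP+Cold, and the phenylpropanoid genes from 5 to 9 and from 10 to 15. The lowest numbers came without WT 11 DAP replicate 1, among others, for the fatty acid genes at 11 DAP, without WT replicate 1, WT replicate 2 or *myb107-2* replicate 3 for the fatty acid genes at 11 DAP+Cold, and without WT replicate 1 for the phenylpropanoid genes at 11 DAP. Of the 16 biosynthesis and laccase genes, those called lower ranged from 2 to 3 and from 4 to 7, with camera p from 1.2e-08 to 3e-05 at 11 DAP and from 8.6e-16 to 2.1e-06 at 11 DAP+Cold, *MYB107* from -3.76 to -3.38 and from -3.75 to -3.43. In WT, genes changed ranged from 1076 to 1826 after 48 h of cold, from 1563 to 2320 between 48 h of cold and 13 DAP, from 171 to 418 after 6 h of cold, lowest without WT 11 DAP replicate 3, and from 2418 to 3047 at 13 DAP.

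Of 76 values of named genes, 26 changed their call under at least 1 setting and 0 reversed. Counted as pairs of a value and a setting, 74 became weaker and 6 stronger with 1 library left out, 24 weaker and 20 stronger under the other alternatives, and 1 stronger without genes listed at 0 in 1 replicate. All files list the same genes, so the alternative for genes missing from a file was not run, and the difference between the temperatures was not run with only 6 libraries. DESeq2 gives no camera test. With 3 libraries per group, calls changed for effects near the fold change minimum, such as *HCT* at 11 DAP+Cold. They also changed for genes near the limit of detection, such as *FAR1* at 11 DAP. Some calls were lost far from both limits. At 11 DAP+Cold, *CASPL1D2* (log2 fold change -3.91, 34.0 CPM in WT) and *GPAT5* (-2.48, 27.0 CPM in WT) lost theirs with DESeq2. *CASPL1C1* (-4.06, 71.9 CPM in WT) lost its call there with robust empirical Bayes.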

Differences from the paper's values

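At 11 DAP, 187 genes were called lower in *myb107-2*, against the paper's 114. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with a minimum of 10 counts (158), with the legacy method (139), with robust empirical Bayes (157), with only the 6 libraries of the comparison (129) and with all 18 libraries (149), and when 1 library was left out without WT 11 DAP replicate 1 (126) or 2 (115), *myb107-2* 11 DAP replicate 2 (93) or 3 (92), WT 11 DAP+Cold replicate 2 (164), or *myb107-2* 11 DAP+Cold replicate 1 (147), 2 (161) or 3 (153). It did not with DESeq2 (262), RLE (187) or upper-quartile scaling (179), filterByExpr (184), a replicate block (196) or no fold change minimum (323), or without WT 11 DAP replicate 3 (228), *myb107-2* 11 DAP replicate 1 (206) or WT 11 DAP+Cold replicate 1 (180) or 3 (206).

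At 11 DAP+Cold, 184 genes were called higher in *myb107-2*, against the paper's 107. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with a minimum of 10 counts (129), with the legacy method (119), with all 18 libraries (158), and without WT 11 DAP+Cold replicate 1 (149) or 2 (109) or *myb107-2* 11 DAP+Cold replicate 1 (124) or 3 (133). It did not with DESeq2 (208), RLE (185) or upper-quartile scaling (192), filterByExpr (188), robust empirical Bayes (162), only the 6 libraries (180), a replicate block (185) or no fold change minimum (314), or with any other library left out (165 to 249).

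The deposited estimates summed to a median of 66.0 M per library over the 12 libraries of the genotype comparison, against the paper's 40 M reads, which is another measure. No alternative changes these totals.

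The gene lists of Dataset S1 were compared with 11 fits, 6 of them set before the data were examined and 5 chosen after seeing the values, one after another and guided by closeness to these lists, so that none of the 5 is independent evidence. Dataset S1 lists the paper's 113 genes as lower at 11 DAP, where the paper's text gives 114. The numbers of genes lower and higher at 11 DAP and lower and higher at 11 DAP+Cold were 126, 37, 249 and 113 with filterByExpr and the legacy method, 142, 43, 255 and 123 with a replicate block and the legacy method, and 121, 32, 235 and 114 with that fit adjusted over all 37883 listed genes, all chosen after seeing the values. With robust empirical Bayes added, also chosen after seeing the values, they were 118, 33, 222 and 107, with 74 lower and 16 higher at both, and a robust dispersion trend gave the same numbers. That fit called 31 of the paper's 32 genes higher at 11 DAP, all of the paper's 220 lower at 11 DAP+Cold and all of the paper's 107 higher at 11 DAP+Cold. The fit used here called 27 of the 32, 209 of the 220 and 104 of the 107. The replicate block with the legacy method called all of the paper's genes in these 3 lists. The overlap with the paper's list of genes lower at 11 DAP was not counted.

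The log2 fold changes in Dataset S1 of the genes named here gave 66 pairs of values, of which 0 differed by more than the standard error, and the largest difference was 0.37. Both sets come from the same libraries, so close values were largely fixed in advance. The standard error measures the spread of replicates and is a loose limit for such a comparison.

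The paper states that *CASPL1C1* is lower in *myb107-2* at both temperatures. At 11 DAP it was not called (adjusted p = 0.15, edgeR). It was called with DESeq2 (adjusted p = 5.8e-08), the legacy method (adjusted p = 0.024, edgeR), all 18 libraries (adjusted p = 0.045, edgeR) and a replicate block (adjusted p = 0.014, edgeR), and in all 5 fits chosen after seeing the values. Dataset S1 also lists *FAR1* and *PAL1* as lower at 11 DAP and *ABCG2* and *GXMT1* as lower at 11 DAP+Cold, which were not called (adjusted p = 0.11, 0.08, 0.097 and 0.052, edgeR). *FAR1* was called with DESeq2, the legacy method and a replicate block, and in all 5 fits chosen after seeing the values. *PAL1* was called with DESeq2, a minimum of 10 counts and a replicate block, without *myb107-2* 11 DAP replicate 1 and without WT 11 DAP+Cold replicate 2 or 3, and in the 4 fits with a block chosen after seeing the values. *ABCG2* was called with DESeq2, only the 6 libraries and a replicate block, without WT 11 DAP replicate 3, and in the same 4 fits chosen after seeing the values. *GXMT1* was called with DESeq2, RLE scaling, a minimum of 10 counts, the legacy method, robust empirical Bayes, all 18 libraries and a replicate block, without WT or *myb107-2* 11 DAP replicate 3, and, chosen after seeing the values, without genes listed at 0 in 1 replicate and in all 5 combined fits.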

Other observations

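The tests of the age of the seeds, of library scaling, of overlapping genes and of library depth in this part were chosen only after the result was seen.

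The log2 fold changes of *myb107-2* at 11 DAP+Cold followed the change in WT from 11 to 13 DAP, with a Spearman correlation across 11336 genes of 0.5 and a Pearson correlation of 0.34. Genes are not independent replicates. The 514 genes that rise in WT had a median of 0.39 and the 651 that fall had a median of -0.42, a difference of 0.81, which is what a later stage of the mutant seeds would give. Library scaling as the whole cause is argued against by the median of -0.42 of the falling genes beside that of 0.39 of the rising ones. A factor per library would move both alike. Gene length or GC content is argued against by a correlation of 0.52 with both regressed out. An unusual library among the 6 at 11 DAP+Cold is argued against by a correlation of at least 0.44 with each of these left out. The WT 11 DAP and 13 DAP libraries were not left out in turn, so an unusual library among them stays open. The libraries give little evidence on chance, as 1 of the 10 splits gave as high a correlation, the real one, and another split reached 0.44. With the 6 h libraries as the earlier age, the correlation was 0.32. At 11 DAP it was 0.38 against a comparison that shares the WT libraries, and 0.11 against the 6 h libraries. A later stage of the *myb107-2* seeds at 11 DAP+Cold is a candidate explanation, and so is an effect of the mutation on genes that change with age. Placed along the change in WT from 11 to 13 DAP, *myb107-2* at 11 DAP+Cold lay at 0.65, 0.59 and 0.64. WT at 11 DAP+Cold lay at 0.4, 0.4 and 0.59, so its replicate 3 reached the lowest *myb107-2* library. At 11 DAP, *myb107-2* lay at 0.07, 0.09 and 0.15 and WT at -0.01, -0.06 and 0.07. Both explanations would give such positions.

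Age does not account for the decreases in the genes that rise with it. Of the 298 genes called lower at 11 DAP+Cold, 118 rise in WT from 11 to 13 DAP, where a later stage would raise them, and 95 fall. The genes called higher there go the other way, since 113 of the 184 rise in WT and 10 fall, the direction that a later stage would give. Of the fatty acid genes of Fig. 2D, 4 of the 6 that rise and 1 of the 6 that fall lay below the 5th percentile of the 200 genes with the nearest change in WT. The paper lists these genes as lower in the same libraries, so these counts decide nothing about age. For the 6 that fall, a later stage and an effect of MYB107 cannot be told apart, since both lower them.

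The numbers of genes called between the genotypes were compared with other splits of the same libraries. For genes lower or higher at 11 DAP and for genes lower or higher at 11 DAP+Cold, 1 of the 10 splits gave a result as large, the real one, the smallest share that 10 splits allow. The other splits called at most 14 genes at 11 DAP and 0 at 11 DAP+Cold. For both Fig. 2D lists at each temperature it was also 1 of 10, but the paper picked these genes under the real grouping, so that this was largely fixed in advance. The same share held for the set of 16 biosynthesis and laccase genes, 1 of 10 at each temperature, but the p-value of camera fell to 9.6e-05 at 11 DAP and to 1e-08 at 11 DAP+Cold in other splits, so that its small values with the preset correlation overstate the evidence. For genes lower at both temperatures and for genes higher at both, 1 of 100 drawn splits gave as many.

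Some genes were listed at 0 in 1 library while both other replicates had at least 100 counts. Counting noise is argued against, as simulations at the depth of WT 6 h replicate 1 and WT 11 DAP+Cold replicate 3 gave a mean of 9.6 such genes against 280 and 103. In these 2 libraries 41.5% of the genes overlap another annotated gene, against 32.3% of matched genes (permutation test, p = 2e-04), and in the other 16 libraries 66.3% do, against 32.4% (permutation test, p = 1e-04, the smallest that the draws can give). Reads assigned to an overlapping gene are a candidate explanation for part of these zeros. Their number fell with the library total over the 18 libraries (Spearman -0.51, permutation p = 0.033; Pearson -0.62, permutation p = 0.0043). This rests on the 2 libraries named above, since without WT 6 h replicate 1 the Spearman correlation was -0.42 (permutation p = 0.099) and Pearson's r -0.71 (permutation p = 0.0018), and without both they were -0.30 (permutation p = 0.26) and -0.43 (permutation p = 0.087). Whether depth contributes stays open.

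*MYB107* in WT reached 34.3 ± 6.36 CPM at 11 DAP, 41.3 ± 4.57 CPM after 6 h of cold, 52.6 ± 9.27 CPM after 48 h of cold and 43.6 ± 9.01 CPM at 13 DAP (SD, n = 3 libraries). *MYB9* was called lower in *myb107-2* at both temperatures, with a log2 fold change of -5.49 at 11 DAP (adjusted p = 0.05, edgeR) and -3.67 at 11 DAP+Cold (adjusted p = 3.1e-05, edgeR), and it overlaps a gene on the other strand. The call at 11 DAP is weak, with at most 7 counts in a *myb107-2* library. It was lost with RLE scaling (adjusted p = 0.05 when rounded, just above the limit), upper-quartile scaling (0.051), filterByExpr (0.077), the robust method (0.11) and only 6 libraries (0.077), all in edgeR, and in 9 of the 12 fits without 1 library, with log2 fold changes from -9.67, without *myb107-2* replicate 1, to -4.32, without WT replicate 3, and an adjusted p of up to 0.22 (edgeR), without *myb107-2* replicate 3. *TT10* was not called at either temperature.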
